# Thymic epithelial cell fate and potency in early organogenesis assessed by single cell transcriptional and functional analysis

**DOI:** 10.3389/fimmu.2023.1202163

**Published:** 2023-07-25

**Authors:** Alison Mary Farley, An Chengrui, Sam Palmer, Dong Liu, Anastasia I. Kousa, Paul Rouse, Viktoria Major, Joanna Sweetman, Jan Morys, Andrea Corsinotti, Jennifer Nichols, Janice Ure, Renee McLay, Luke Boulter, S. Jon Chapman, Simon R. Tomlinson, C. Clare Blackburn

**Keywords:** thymus, epithelial cells, cell fate, single cell, transcriptome, potency, cell identity, cell state plasticity

## Abstract

During development, cortical (c) and medullary (m) thymic epithelial cells (TEC) arise from the third pharyngeal pouch endoderm. Current models suggest that within the thymic primordium most TEC exist in a bipotent/common thymic epithelial progenitor cell (TEPC) state able to generate both cTEC and mTEC, at least until embryonic day 12.5 (E12.5) in the mouse. This view, however, is challenged by recent transcriptomics and genetic evidence. We therefore set out to investigate the fate and potency of TEC in the early thymus. Here using single cell (sc) RNAseq we identify a candidate mTEC progenitor population at E12.5, consistent with recent reports. Via lineage-tracing we demonstrate this population as mTEC fate-restricted, validating our bioinformatics prediction. Using potency analyses we also establish that most E11.5 and E12.5 progenitor TEC are cTEC-fated. Finally we show that overnight culture causes most if not all E12.5 cTEC-fated TEPC to acquire functional bipotency, and provide a likely molecular mechanism for this changed differentiation potential. Collectively, our data overturn the widely held view that a common TEPC predominates in the E12.5 thymus, showing instead that sublineage-primed progenitors are present from the earliest stages of thymus organogenesis but that these early fetal TEPC exhibit cell-fate plasticity in response to extrinsic factors. Our data provide a significant advance in the understanding of fetal thymic epithelial development and thus have implications for thymus-related clinical research, in particular research focussed on generating TEC from pluripotent stem cells

## Introduction

T cell repertoire development, called thymopoiesis, depends on dynamic interactions between the developing T cells (thymocytes) and the stromal compartment of the thymus (1, 2). This compartment is complex, comprising epithelial, mesenchymal, vascular and haematopoietic components organized into two regions, the cortex and the medulla, which support different aspects of thymopoiesis (3–5). Of the stromal elements, it is the thymic epithelium (TE) that directs most of the organ’s specialist functions (6). Thymic epithelial cells (TEC) comprise two functionally distinct subsets, cortical (c) and medullary (m) TEC. Broadly, cTEC regulate T cell lineage commitment and positive selection while mTEC impose central tolerance on the T cell repertoire (6–12).

During development TEC arise from the endoderm of the third pharyngeal pouches (3PP), which also generate the parathyroid glands. Strikingly, transplantation of 3PP alone is sufficient to direct thymus formation in an ectopic site, establishing that cTEC and mTEC both originate from progenitor cells in the 3PP (thymic epithelial progenitor cells; TEPC) (13, 14). When differentiation of the endodermal cells in the thymus domain of the 3PP is blocked, for instance by the lack of a functional allele encoding the transcription factor Forkhead Box N1 (FOXN1), a functional thymus able to support T cell lineage commitment and subsequent thymopoiesis cannot be generated (15, 16); FOXN1 is required throughout life for normal differentiation of both cTEC and mTEC (17) and is regarded as a master regulator of TEC differentiation (15–18).

cTEC and mTEC are thought to arise from a common progenitor cell. Several studies have shown that the cTEC- and mTEC- sub-lineages are both generated from cells expressing the cTEC-associated markers CD205 and β5t (encoded by *Psmb11*) (19, 20). In addition, an elegant clonal analyses using single cell reversion of a null allele of *Foxn1* has shown that bipotent TEPC can exist *in vivo* (18), and a single cell transplantation analysis also suggested most cells in the early fetal thymus are bipotent TEPC (21). Based on these observations, a serial progression model of TEC differentiation has been proposed (22). This suggests that fetal TEPCs exhibit features associated with the cTEC lineage and that additional cues are required for mTEC specification from this common TEPC (22). Testing this model has been hampered by difficulties related to identification of cTEC-restricted sub-lineage specific progenitor TEC in the fetal thymus, due to shared expression of surface antigens between this presumptive cell type and the presumptive common TEPC (20, 22, 23), although cTEC-restricted progenitors clearly exist in the postnatal thymus (24). In contrast, the presence of functionally validated mTEC-restricted progenitors has been detected from day 13.5 of embryonic development (E13.5) (25). Fetal mTEC progenitors are characterized by expression of Claudin3/4 (CLDN3/4) and SSEA1 (26, 27). A CLDN3/4^high^ subpopulation was observed in the E11.5 thymic primordium (26) and CLDN3,4^high^SSEA‐1^+^ TEC were present in *Foxn1^-/-^* thymi by E13.5 (17, 28), suggesting that divergence of cTEC and mTEC fates can occur independently of FOXN1. However, lineage divergence can also occur downstream of FOXN1 expression (18).

Receptors leading to activation of the Nuclear Factor kappa-light-chain-enhancer of activated B cells (NF-κB) pathway, including Lymphotoxin-β receptor (LTβR) and Receptor Activator of NF-κB (RANK), regulate the proliferation and maturation of mTEC (29–31) and a hierarchy of intermediate progenitors specific for the mTEC sub-lineage has been proposed based on genetic analysis of NF-κB pathway components (28, 32). In this model, non-canonical NF-κB signalling through RELB leads to an upregulation of RANK in early pro-mTEC cells but does not affect the generation of SSEA1^+^ progenitor mTEC, which are present in *Relb^-/-^* mice (28). Related, it has recently been shown that Notch signalling is essential for development of the earliest CLDN3/4^+^ mTEC progenitors in the fetal thymus, and that all mature mTEC, but not cTEC, have received high Notch stimulation (33, 34). In these experiments, abrogation of Notch signalling at ~E11.25-E12 (using a *Foxn1Cre;Rbpj^fl/fl^* model) resulted in a less severe medullary phenotype than blockade of Notch signalling in the endoderm from E9.0 using *Foxa2Cre;dnMAML^fl/fl^* mice; in the latter model, CLDN3^+^ mTEPC were completely absent from the developing thymus at E14.5 and no mTEC development could be detected, at least until E16.5 (33). These data established that the earliest mTEPC must arise prior to the onset of *Foxn1Cre* activity, namely, prior to ~E11.25. Therefore, consistent with phenotypic analyses (17, 26, 28), but in contradiction to the serial progression model, they predict the presence of mTEC-fated TEC within the thymic primordium prior to E12.5.

Early thymus organogenesis has recently begun to be mapped using scRNA sequencing (35, 36) and *in vivo* barcoding (37). In particular, Magaletta and colleagues found that TEC could be clustered into two populations at E12.5: a large cluster the authors called “cTEC” and a smaller *Plet1^+^Cldn3,4^+^* cluster, “mTEC” (36). Furthermore, *in vivo* barcoding initiated by *Foxn1Cre* supported the presence of cTEC-fated TEPC in the fetal thymus but did not reveal a common or mTEC-restricted progenitor active in the fetal thymus; indeed, this study did not provide information regarding the source of mTEC during fetal development, although both mTEC-biased and common TEC progenitor activities were observed postnatally (37). Collectively therefore, these data also support a model in which cTEC and mTEC fates initially diverge early in thymus organogenesis.

To provide clearer understanding of the early events in TEC lineage progression, we set out to examine the fate and potency of TEC in the early thymic primordium using a combination of scRNAseq, lineage tracing and functional analyses. Here, using scRNAseq, we confirm the presence of candidate mTEC progenitors at E12.5 and identify potential transcriptional regulators of this and other E12.5 TEC populations. We then use a combination of lineage-tracing and potency analyses to address the fate and potency of E12.5 TEC populations, establishing that at E12.5 the majority of progenitor TEC are cTEC-lineage restricted while a minor population of mTEC-restricted TEC exists by this time point. Finally, we show that overnight culture changes the potency of E12.5 cTEC-restricted TEPC such that most/all of these cells become bipotent, and reveal possible mechanisms for this change in potency through scRNAseq. Collectively, our data overturn the widely held view that a common TEC progenitor predominates in the E12.5 thymus, showing instead that sub-lineage-primed progenitors arise from the earliest stages of thymus organogenesis. Reconciling these two models, they also establish the plasticity of early fetal TEPC in response to extrinsic factors. Our data provide a significant advance in understanding fetal thymic epithelial development and have implications for understanding lineage relationships in later development and the postnatal thymus.

## Materials and methods

### Mice

C57BL/6 mice were used for isolation of fetal TEC except for the single cell transfer experiments, which used C57BL/6 x CBA F1 embryos. For timed matings, noon of the day of the vaginal plug was taken as day 0.5 of embryonic development (E0.5). Foxn1^GFP^ (38), Foxn1^Cre^ (39), Sox9CreER^T2^ (40), Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^ (Ai14) (41), *Rosa26^CAG-STOP-Foxn1-IRES-GFP/+^* (iFoxn1 (42);) and Rosa26-CreERT2 (43) mice were as described. For the clonal assay experiments we used a Cre-inducible membrane-bound EGFP reporter mouse strain (mGFP) that directs GFP expression to the cell membrane and which expression is present in the majority of cells of all tissues. This reporter mouse model and design is as described by Gilchrist and colleagues (44), except that the EGFP has been modified with the addition of a RAS farnesylation sequence, and was a kind gift from Alexander Medvinsky (University of Edinburgh). Adult male C56BL/6xCBA F1 mice were used as graft recipients except where otherwise noted. All animals were housed and bred in University of Edinburgh animal facilities. All experimental procedures were conducted in compliance with the Home Office Animals (Scientific Procedures) Act 1986, under project licences PPL60/3715 and PEEC9E359 to V. Wilson. Primers used for genotyping were as shown in **Supplementary Table 1**. All controls were littermates unless otherwise stated.

### Tamoxifen administration

Tamoxifen was administered to pregnant female mice at the ages noted. Briefly, 300mg tamoxifen (Merck, PHR2706) was suspended in 1.2ml EtOH, vortexed for 5 mins, placed at 37°C for 30 minutes, then suspended in pre-warmed (42°C) corn oil to a final concentration of 40mg/ml. Female mice at E13.5 were then treated by oral gavage with a single dose of 16mg tamoxifen per mouse. Female mice at E11.5 were treated by gavage with two doses of 8mg tamoxifen at 24-hour intervals. The female mice were sacrificed for embryo collection on either E13.5 and E18.5 (after tamoxifen administration at E11.5 and E12.5), or E18.5 (after tamoxifen administration at E13.5).

### Thymus dissociation

For single cell transfer experiments, microdissected fetal thymic lobes were resuspended in 0.7mg/ml hyaluronidase, 0.35mg/ml collagenase, 0.05mg/ml deoxyribonuclease in PBS for 15 minutes at 37°C. Gentle pipetting was used to aid dissociation and the cells were then spun down and collected in FACS wash (PBS with 5% fetal calf serum [FCS]). For all other experiments, microdissected fetal thymi were dissociated for 5 minutes in TrypLE Express Enzyme (Life Technologies 12604013) in an Eppendorf Thermomixer (1400 rpm, 37°C) and were then triturated with a P1000 and the 25G syringe ten times each. Cell suspensions at 4°C were washed twice in 2% FCS FACS buffer, resuspended as required and filtered through a 70μm cell strainer (Corning) to remove clumps.

### Flow cytometry

Cells were processed for flow cytometric sorting and analysis as previously described (17, 42). Compensation controls were performed using beads. Sorting and analysis gates were set using FMOs. Sorting was performed using a MoFlo MLS high-speed sorting flow cytometer (Beckman Coulter), BD FACS Aria II or Fusion running FACS Diva 4.1 (BD Biosciences). FACS analysis were performed on a FACSCalibur (BD Bioscience) or Novocyte running NovoExpress 1.3.0 (ACEA) at the CRM, University of Edinburgh. All post-acquisition analysis was performed with FloJo (Tree Star Inc) or FCSexpress 6 (*De Novo* Software) software.

### Immunohistochemistry

For **Figures 4**–**6**, immunohistochemistry was performed as described (14). For analysis of E18.5 samples, thymi were taken into sucrose before sectioning. Appropriate isotype and negative controls were included in all experiments. Images were captured using a Leica AOBS or SP8 confocal microscope and processed using Adobe Photoshop CS2 (**Figures 4**–**6**) or Leica LASX (**Figures 2**, **3**) software. Images presented are of single optical sections. Videos were made in MATLAB. For **Figures 2**, **3**, immunohistochemistry was performed on thick sections as follows: after sacrificing the embryos, they were fixed overnight in 4% paraformaldehyde, then washed three times with PBS for one hour. Samples were then embedded in 1% agarose and 200μm sections were cut using a vibratome. Sections were cleared using X-Clarity™ (Logos Biosystems). Briefly, the X-Clarity protocol was as follows: the vibratome sections or sample were washed with PBS then incubated with Hydrogel Solution (Logos Biosystems. C13103) for 24 hours at 4°C. The samples were then polymerized in Hydrogel Polymerization System (Logos Biosystems) for 3 hours, washed three times in PBS for one hour each, then incubated in Electrophoretic Tissue Clearing Solution (Logos Biosystems C13001) overnight. They were then washed in 1% Triton X100 in PBS (PBST) for one hour, three times. Sections were then stained as follows: sections were blocked in 1% goat serum then incubated with the appropriate primary antibody solution at room temperature for two days, then washed in 1% PBST for one hour, three times. Sections were then incubated in 1:1000 secondary antibody and DAPI (1:1000) solution at room temperature for one day and washed in 1% PBST for one hour. Steps after blocking was repeated if further antibody staining was required. The same staining protocol was followed for whole-mounted samples (**Figure 3**).

### Antibodies

The antibodies used for immunohistochemistry and flow cytometry were as listed in **Supplementary Table 2**.

### Single cell RNA-seq

*Smart-seq 2:* Individual EPCAM^+^PLET1^+^ cells from E10.5 or E12.5 primordia were sorted into 96-well BD Precise WTA Single Cell Encoding Plates (see **Supplementary Figure 1** for sorting strategy). The plates were sealed and stored at -80°C until library preparation. Four plates (376 cells) were collected per timepoint. Reverse transcription was performed in the presence of ERCC RNA control. The 96 samples from each plate were then pooled and purified with Agencourt^®^ AMPure^®^ XP magnetic beads (clean-up step). Second strand synthesis was carried out and the resulting products cleaned up. Following adaptor ligation and clean-up, ligation products were PCR amplified for 18 cycles overnight, and all subsequent steps were performed in a separate post-amplification area. The amplified products were cleaned up and quantified using Qubit dsDNA HS Assay. 50ng of the products then underwent random primer extension and 12 cycles of further amplification. The amplified libraries were cleaned up and quantified with Qubit assay. The libraries were stored at -80°C until sequencing. The libraries were sequenced on Illumina MiSeq at the Wellcome Centre for Human Genetics in Oxford within 6 months of preparation.

Pre-processing of the FASTQ files was performed using the BD: Precise Whole Transcriptome Assay Analysis Pipeline v2.0. This pipeline performs all the required steps to demultiplex, align, and quantitate sequencing reads from BD™ Precise Whole Transcriptome Assay. After performing a quality control assessment using FastQC (45), the pipeline filters and demultiplexes sequencing reads based on the sequence of the 8 base sample barcode (46). It aligns reads from each sample to the genome using STAR (47), with feature counting by the union rules of HTSeq-count (48). The initial quantification is performed by counting the unique molecular indices (MI) mapped to each feature (49). Lastly, the pipeline uses two error correction algorithms to remove MI errors. In brief, MI errors that are derived from sequencing base calls and PCR substitution errors are identified and adjusted to a single MI barcode using Recursive Substitution Error Correction™ (RSEC). Subsequently, MI errors that are derived from library preparation steps or sequencing base deletion errors are adjusted using Distribution-Based Error Correction™ (DBEC). Following this pre-processing, transcripts from the same gene were combined using the maximum values; protein coding genes were selected; cells with more than 50% mitochondrial genes were deleted; cells with reads number between 40000 to 400000 and features between 500 to 5000 were selected; and CPM was calculated. 6: genes with CPM>2 at least in 2 cells were selected. The data were then analysed using Seurat (v3.1.4) in R (v3.6.1). To reduce the batch effect between plates in library construction, t-SNE transformation was used to normalize the data. The remaining steps, including feature selection, principal analysis, and K-Nearest Neighbour clustering, were as set out in Seurat. Regulon analysis was performed with SCENIC (v1.2.1.1) according to its guidelines (50).

### 10X protocol and analysis

*Experimental design:* E12.5 and E13.5 wild type (WT), E12.5 and E13.5 Rosa26CreERt2;iFoxn1 (iFoxn1; called enforced Foxn1) and E12.5 and E13.5 Rosa26CreERt2 (called Cre-only) fetal thymi were microdissected and genotyped prior to further processing. The samples processed for library preparation were as follows: (i) Freshly isolated wild type E12.5 and E13.5 and E12.5 iFoxn1 and Cre-only lobes were dissociated to single cell suspensions using TrypLE Express (Life Technologies 12604013) as above and immediately processed for library preparation; (ii) E12.5 wild type, iFoxn1 and Cre-only lobes were cultured overnight as intact lobes at the air-liquid interface (i.e. standard fetal thymic organ culture conditions, called FTOC), then processed to single cell suspensions using TrypLE Express; and (iii) E12.5 wild type, iFoxn1 and Cre-only lobes were dissociated to single cell suspensions and cultured overnight as monolayers (called monolayer), then harvested using TrypLE Express. Culture was in Advanced DMEM/F-12 (Gibco 12634010), 2% FCS, 1% Pen/Strep, 1% GlutaMAX, 1% non-essential amino acids.

*Processing of samples for library preparation, library preparation and sequencing:* Cells from each condition were resuspended in 90μl FACS buffer (PBS without Ca^2+^ or Mg^2+^ with 10% FCS), stained with barcode tagged antibodies against MHCII (B0117), CD40 (B0903), CD80 (B0849), with biotinylated UEA1 bound to SAV-PE-B0952) and with α-EPCAM-magnetic beads (Miltenyi) (see **Supplementary Table 3**), and washed. Each condition was then hashed with 100ul lipid anchored Cell Multiplexing Oligos for sample multiplexing (CMOs, 10x Genomics). The CMOs for each sample were as follows: CMO 301, enforced Foxn1 FTOC; CMO 302, Cre-only FTOC; CMO 303, WT FTOC; CM304, enforced Foxn1 monolayer; CMO5, Cre-only monolayer; CMO6, WT monolayer; CMO7, enforced Foxn1 E12.5; CMO8, Cre-only E12.5; CMO9, WT E12.5; CMO10, enforced Foxn1 E13.5; CMO11, Cre-only E13.5; CMO12, WT E13.5). Samples were then combined and passed through a LS Column (Miltenyi) to enrich for EPCAM^+^ cells. Cells eluted from the column were spun down and resuspended in 50µl FACS buffer, of which 10µl was taken for cell counting. Approximately a total of 15000-30000 cells pooled from each condition were then filtered and loaded on a Chip G (10X Genomics). Cell-bead encapsulation was performed running the chip in a Chromium X instrument (10X Genomics). Upon encapsulation, gene expression and multiplexing libraries were prepared following the manufacturer’s instructions using the Chromium Next GEM single cell reagent kit 3’ V3.1 (dual index) with Feature Barcoding technology for Cell Multiplexing (CG000388, 10x Genomics). Libraries were quantified using a Bioanalyzer DNA High-sensitivity Kit (Agilent Technologies), pooled at a molar ratio of 6:1 between gene expression and multiplexing libraries, and sequenced on an Illumina NextSeq 2000 P3 flow cell (100 cycles configuration) to obtain approximately 1.4B paired-end reads.

### QC and analysis

FASTQ files were processed using Cell Ranger (10x Genomics) and then count matrices (for RNAseq, CITEseq and CMO multiplexing) were analyzed using the R package Seurat. Data from three experimental time points (E12.5, E13.5 and overnight culture) were processed separately and then combined. First, cells were filtered to include only cells with more than 200 RNA features. Then Seurat’s *SCTransform* function was applied, regressing on percentages of mitochondrial transcripts. Then clustering was performed using 30 PCA dimensions with resolution 0.15. For each time point, there were two clusters corresponding to TEC, with the other clusters corresponding to thymocytes (marker *Tcrg-C1*), fibroblasts (marker *Prrx2*), neural cells (marker *Neurod1*), parathyroid cells (marker *Gcm2*) or cells with ribosomal RNA contamination (marker *Gm42418*). There was also a small cluster excluded at this stage with high counts for the multiplexing CMO IDs CMO304-CMO306, corresponding to the monolayer experimental conditions. The remaining six TEC clusters were then combined into one Seurat object and *SCTransform* was applied again, regressing on percentages of mitochondrial transcripts. Once again, small clusters with markers *Prrx2* and *Neurod1* were excluded. Finally, UMAP dimensional reduction and clustering was performed using 50 PCA dimensions and resolution 0.07 (after setting an RNG seed of 100).

Cells from the three time points (E12.5, E13.5 and overnight culture) were easily distinguished because they came from separate 10x runs, but within each time point, multiplexing was used to separate different experimental conditions. For the multiplexing analysis, CMO tags were used to distinguish between cells with enforced Foxn1 (iFoxn1), Cre only or wild type (WT) and also between cells from FTOC or Monolayer for the cells from the overnight culture condition as described in Materials and Methods (see also **Supplementary Figure 2**). Unfortunately, some of the CMO tags were very low (**Supplementary Figure 2**) and therefore all cells from the overnight culture condition (with CMO tags CMO301-CMO306) were originally assigned to identity CMO301 by Cell Ranger. We therefore overrode the CMO identity in cells with more than 20 counts for either CMO302 or CMO303, or with more than 2 counts for either CMO304, CMO305 or CMO306, with the corresponding CMO ID. CMO identity appeared to have only a modest effect on overall gene expression (**Supplementary Figure 2**), perhaps due to FOXN1 saturation or enforced FOXN1 supressing endogenous *Foxn1* expression (**Supplementary Figure 2**). We therefore ignored CMO identity in the analysis in the main text.

GO enrichment analysis was performed in R with the enrichR package, using the “GO_Biological_Process_2021” database. The Seurat function *DEenrichRPlot* was used with “max.genes=1000”. DE gene analysis was carried out in R using the Seurat function *FindMarkers*.

### Cell potency assay

Fetal TEC of the desired age were obtained by microdissection, dissociated to single cell suspensions as above and placed on a tissue culture treated 10cm Petri dish in a drop of media so that single cells could be observed for selection. In a neighbouring drop, E12.5 wild type lobes were placed ready for injection. Paraffin oil was poured around the drops to keep them in place. Using a microinjecting microscope and rig, pulled glass pipettes were manipulated by hand controllers to select the desired number of viable cells and inject these into the wild type lobes. All cells and injected lobes were kept on ice. The injected lobes were either transferred into media before grafting on the same day or were placed in Terasaki plates (Nalge Nunc International) in a drop of media and cultured overnight before grafting the next morning. Where noted, cells or lobes were cultured over night at 37°C at 7% CO_2_ in DMEM, 10% FCS, before grafting the next day.

### Kidney capsule grafting

The surgical operations were carried out on C57BL/6xCBA Fl male mice in a laminar flow hood under sterile conditions using a dissecting microscope (Olympus SZ40) as previously described (51). A small tear was made in the kidney capsule using fine forceps and the lobe was placed under it using a pulled glass pipette controlled by mouth suction.

### Tissue culture

All cell manipulations were performed in a laminar flow sterile hood using sterile technique. Cell culture plastic ware was supplied by Iwaki. All solutions were tested for sterility and warmed to 37°C prior to use. Cells were examined using an inverted microscope (Olympus CK2).

### Statistics and experimental design

For all scRNAseq analyses, n represents the number of independent biological experiments. For cell potency assays, n represents an independent graft; at least three biologically independent replicates were performed for each injection condition. No statistical method was used to predetermine sample size, the experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment. There were no limitations to repeatability of the experiments. No samples were excluded from the analysis, however, for the cell potency analyses only grafts in which mGFP^+^ cells were observed upon visual inspection under a fluorescence dissection microscope were analysed by immunohistochemistry.

### Statistical models

To estimate the proportion of cells that are cTEC fate-restricted, *p*, we analysed the transplantation assay results using two models representing extreme cases of maximally segregated spatial patterning (Model 1) and a well-mixed scenario (Model 2).

In model 1, we assume that the number of cells taken, *N*, is small relative to the size of the thymus and the size of the cTEC regions. In this model, when cells are taken, they either come from a cTEC region and are all cTEC fated, with probability *p*, or they come from a region with mixed cell types and give rise to both cTEC and mTEC, with probability 1-*p*. In this model we don’t need to estimate the survival probabilities of cells, we can just take the number of experiments where some cells survived (n=23) and count the number of trials with only cortex contributions (x=17), see **Table 4**. This gives a binomial distribution for *p* with x=17 and n=23, resulting in an estimate of p=17/23 = 74% with a 95% C.I. of 56-92%.

In model 2, we assume each cell has an *independent* probability *p* of being cTEC-fated and we let *N* be the number of cells that survive the transplantation process. When small numbers of cells are transplanted, the survival rate is very small (approximately 1/83), which would suggest that in experiments where multiple cells are taken, only approximately *N=1* cell would survive, which leads to the same estimate and C.I. for *p* as model 1. If more than *N*=1 cell survive, then the estimate and C.I. for *p* become closer to one. For example, suppose 60 cells are taken and *N=*4 cells survive, let X be the random variable representing all cells being cTEC fated, such that

$$X=\{\begin{array}{c} 1\;with\;probability\;q=p^{N}\\ 0\;with\;probability\;1-q \end{array}$$

Since five out of eight grafts had only cortex contributions, the expectation of q is 5/8 with a 95% C.I. of 0.29-0.96, corresponding to an expectation that *p*=*q* ^1/N^=89% with a 95% C.I. of 73-99%. If the number of surviving cells is even higher at *N*=10, we get *p*=95.4% with a 95% C.I. of 88-99.6%.

In the experiments with overnight culture, when 30-40 cells were injected into recipient lobes, cultured overnight and then transplanted, one out of four grafts had only cortex contributions. When 1 cell was injected, zero out of four surviving grafts had only cortex contributions. This strongly suggests that model 2 (with a high number of surviving cells) is not suitable, and that either model 1 is appropriate, or equivalently model 2 with only *N*=1 surviving cell. In this case, since there were eight grafts in total with one having only cortex contributions, we estimate the proportion of cTEC-fated cells as *p*=1/8 with a 95% C.I. of 0-35%. We can compare the proportion of cTEC-fated cells in the original experiment (i.e. mGFP^+^ TEC-injected thymic lobes grafted with no overnight culture) with the overnight culture experiment (i.e. mGFP^+^ TEC-injected thymic lobes grafted after overnight culture) using a pooled two-proportion z-test to get a z-score of z=3.03 and a p-value of p-val=0.002.

## Results

### Single cell transcriptome analysis identifies discrete subpopulations among thymic epithelial cells in early organogenesis

Recently, we showed that Notch signalling is required for establishment of the mTEC lineage, and that this requirement is first evident prior to E12.5; in *FoxA2^Cre^;dnMAML^fl/fl^* mice, in which deletion occurs in the endoderm from ~E9.0, CLDN3/4^+^ cells were absent from the early thymus primordium (33) and in *Foxn1^Cre^;Rbpj^fl/fl^* mice, in which deletion occurs in TEC from ~E11.25, the mTEC compartment was significantly smaller than controls (33, 34). This suggested that the mTEC sublineage was specified prior to the onset of *Foxn1^Cre^* activity, and therefore that the mTEC-fated cells should be identifiable among TEC at E12.5 and possibly earlier stages, through single cell analyses.

To test this idea, we established scRNAseq libraries from TEC isolated from the E10.5 3PP and E12.5 thymic primordium, using the BD Precise WTA Single Cell Encoding Plate methodology (**Figure 1A**). 

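Single-cell libraries from 4 plates of sorted cells per stage were analysed, lettered a to d at E10.5 and a, c, d and e at E12.5. The authors assigned the reads to wells, aligned them to the mouse genome (GRCm38.p6) with STAR and counted them on GENCODE vM18 genes by the union rules of HTSeq-count. In the table of raw read counts that the authors deposited, every gene and well value of each plate equalled the sum of 2 sequencing runs of that plate. Between 98.9% and 100% of the wells of a repeat run correlated best with the same well of the first run, so repeat runs were treated as 1 library and the plate as the replicate. Reads on all genes ranged from 14981265 to 16021980 per plate at E10.5 (median 15476237, n = 4 plates) and from 16958788 to 20106286 per plate at E12.5 (median 19117081, n = 4 plates). The authors also deposited molecule counts adjusted by DBEC. Added over the same runs and over the cells kept, molecules of protein-coding genes ranged from 250144 to 936219 per plate at E10.5 (median 872452) and from 357790 to 970307 at E12.5 (median 559297.5). Both runs read the same library, so a molecule can have been counted in each. The lowest total was that of plate a at E10.5. Levels are given below as CPM, the reads of a gene scaled to the total of the protein-coding reads summed over the cells of a plate, or of a plate and cluster with at least 3 cells, with the mean and SD over plates. These sums were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, since cells of a plate are not independent replicates. Each plate held cells of 1 stage only, so a comparison of stages rests on the spread between plates. Reads include copies made by PCR, and the intervals given with shares of cells cover counting error only.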

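Of the 733 wells in the deposited table, 711 passed the limits that the methods give for the mitochondrial share, the reads and the features of protein-coding genes. These were 356 of 366 wells at E10.5 and 355 of 367 wells at E12.5, with between 85 and 92 cells per plate. The cells that passed had a median of 150595 reads on protein-coding genes and 6809 DBEC-adjusted molecules. A median of 2496 protein-coding genes was detected per cell by reads and 1815 by molecules. Plate medians by reads ranged from 1480.5 genes on plate a to 3260 genes on plate c at E10.5, and from 1817.5 genes on plate c to 3130 genes on plate e at E12.5. With all genes counted in place of protein-coding genes, the median by reads was 3021. Without the limits on reads, 722 cells passed.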

The resulting dataset comprised 709 single-cell transcriptomes (352 from E10.5 and 357 from E12.5), with a median of 2318 unique genes per cell. Unsupervised clustering using Seurat revealed eight clusters within the dataset (**Figure 1**). 

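The 711 cells were clustered again with SCTransform in Seurat, 20 principal components and Louvain clustering on a graph of 20 neighbours. The genes that the paper names, except the markers Prss16, Ccl25, Krt17 and Cldn4, were left out of the 3000 variable genes. This removed 26 of the variable genes, so that the levels of the genes left out did not define the clusters. Comparisons of those markers between clusters are not independent of the clustering. A resolution of 1.6 was the lowest that gave 8 clusters. Named from markers fixed before the data were examined, they comprised a pair of cTEC-like clusters of 152 and 114 cells, an mTEC progenitor-like cluster of 26 cells, a parathyroid-like cluster of 42 cells, a neural-like cluster of 74 cells and 3 pharyngeal endoderm-like clusters of 127, 89 and 87 cells. The markers include Krt17, Cldn4, Prss16 and Ccl25, which the paper reports for its clusters of these same cells. Ratios of the markers are therefore not independent evidence for the names. The mean log2 ratio of the class markers over the other clusters was 2.71 and 0.64 in the cTEC-like clusters, 2.91 in the mTEC progenitor-like cluster, 5.39 in the parathyroid-like cluster and 3.33 in the neural-like cluster. In the pharyngeal endoderm-like clusters it lay between 0.14 and 0.60, so these names rest on small differences. The name of the cTEC-like cluster of 114 cells, at 0.64, rests on a similarly small difference. The larger cTEC-like cluster, called FOXN1 target-rich below, had a mean log expression of Prss16, Ccl25 and Ctsl of 2.76, against 1.76 in the other. With log-normalization in place of SCTransform, no resolution tried gave 8 clusters and 7 were obtained. Rebuilt clusters need not hold the same cells as those in Figure 1.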

Clusters 1-3 predominantly contained E10.5 cells, Cluster 4 contained both E10.5 and E12.5 cells and Clusters 5-8 contained predominantly cells from E12.5 (**Figures 1B, C**). 

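Of the rebuilt clusters, 4 held mostly E10.5 cells. E12.5 cells made up 5.51% (95% exact binomial interval 2.24% to 11.0%), 3.37% (0.70% to 9.54%) and 10.3% (4.84% to 18.7%) of the pharyngeal endoderm-like clusters of 127, 89 and 87 cells, and 2.70% (0.33% to 9.42%) of the neural-like cluster. All cells of the cTEC-like, parathyroid-like and mTEC progenitor-like clusters came from E12.5, and each of these clusters held cells from all 4 E12.5 plates. The lower limits of their E12.5 shares were 97.6% and 96.8% for the cTEC-like clusters, 91.6% for the parathyroid-like cluster and 86.8% for the mTEC progenitor-like cluster. In the pharyngeal endoderm-like cluster of 87 cells, 71 cells (81.6%) came from plate a at E10.5. This cluster took up 80.7% of that plate and between 1.18% and 3.30% of the other E10.5 plates. In each of the 5 clusterings tried, 1 cluster held at least 10% of its cells from each stage, and its E12.5 share was at most 12.7%.

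**Figure D1:**
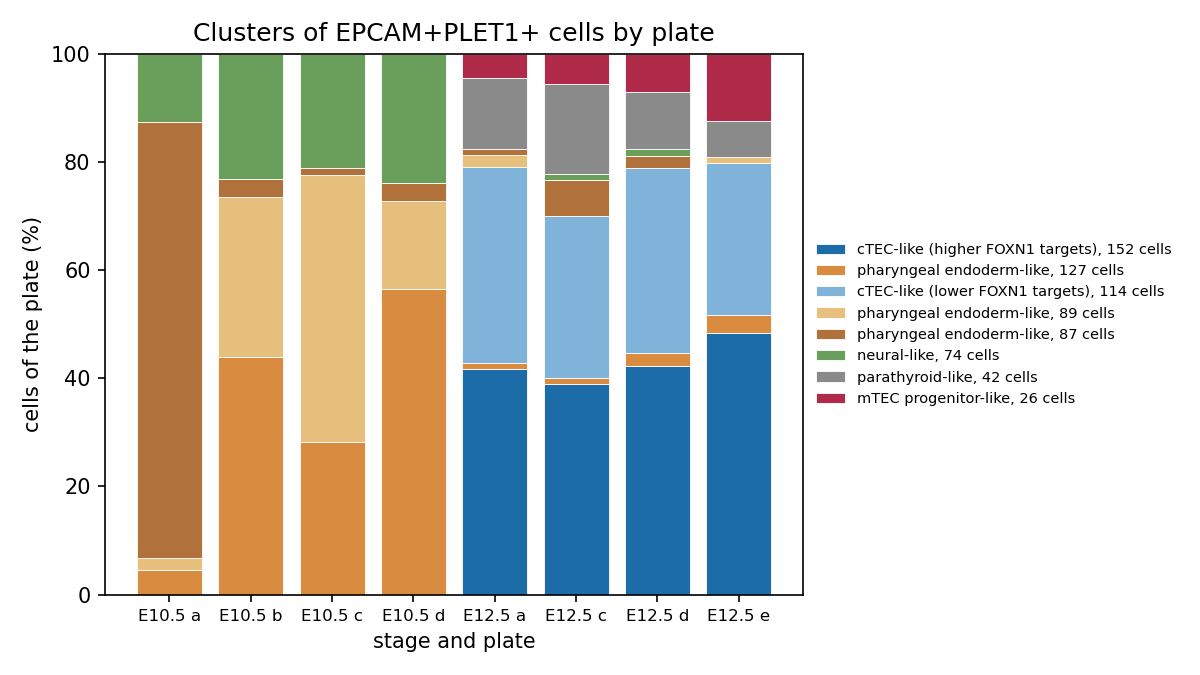
Cells of each plate (%) by rebuilt cluster, for 4 plates per stage, stacked to 100%. The mTEC progenitor-like, cTEC-like and parathyroid-like clusters hold E12.5 cells only, and the pharyngeal endoderm-like cluster of 87 cells takes up 80.7% of plate a at E10.5.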

The top ten differentially expressed marker genes (DEG) for each cluster were calculated using Seurat and visualized with a heatmap, with selected markers also visualized using a violin plot (**Figures 1D, E**).

**Figure 1:**
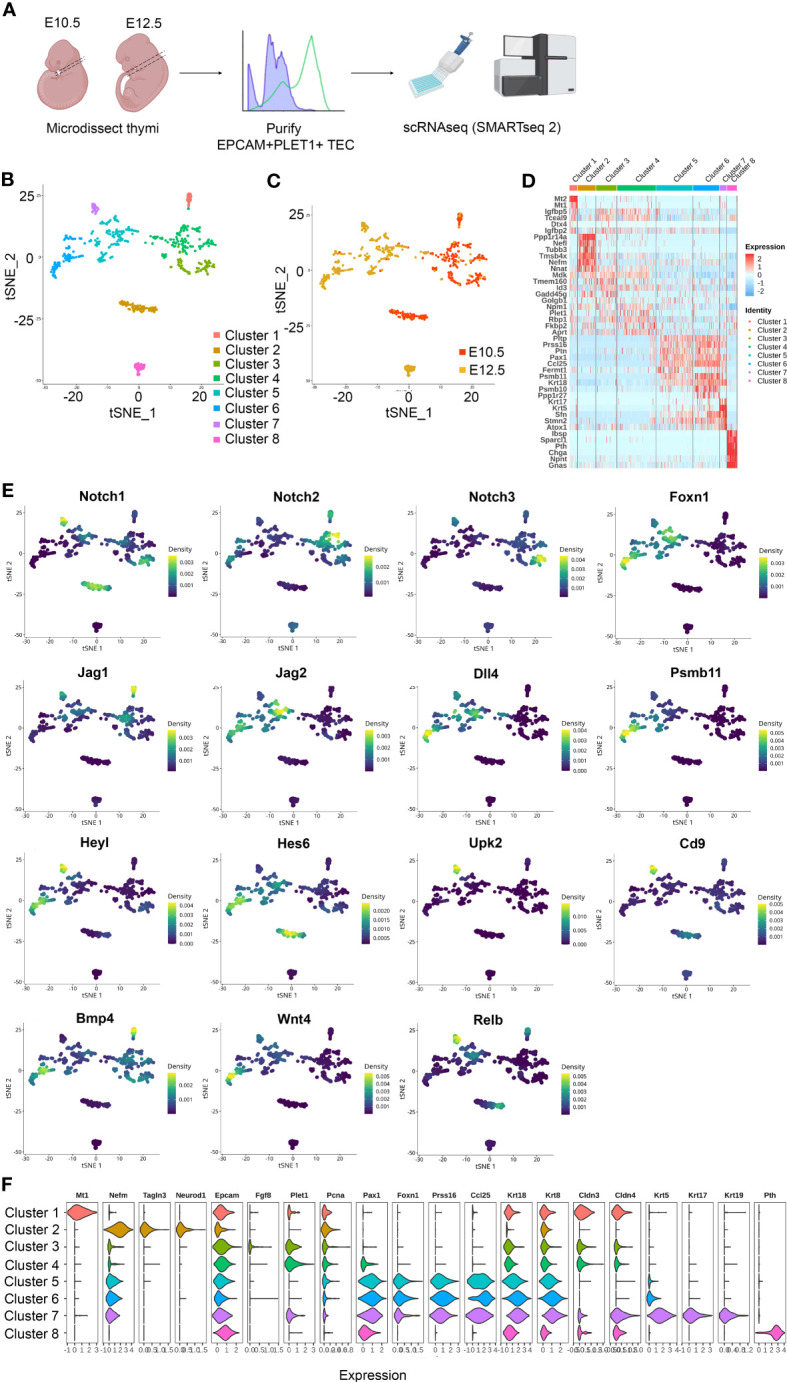
Heterogeneity of EPCAM^+^PLET1^+^ cells in the E10.5 and E12.5 thymic primordium. **(A)** Schematic showing experimental design. Thymic primordia were microdissected from E10.5 and E12.5 wild-type embryos and dissociated to single cell suspensions. Single E10.5 and E12.5 EPCAM^+^PLET1^+^ TEC were then deposited into BD Precise WTA Single Cell Encoding plates by flow cytometry processed for single cell transcriptome sequencing using BD Precise WTA reagents. **(B, C)** tSNE visualizing the clustering results with Seurat colored by cluster **(B)** and developmental stage **(C)** (n=709 cells). **(D)** Heat map showing differentially expressed genes among the eight clusters. **(E)** Expression of Notch signalling related plus selected other genes across all clusters. **(F)** Violin plot showing expression of selected markers across all clusters.

Clusters 1, 3 and 4 expressed relatively high levels of the gene encoding Placenta expressed transcript 1 (*Plet1*), a known marker of E10.5 pharyngeal endoderm (52) and one of the proteins used to select the sequenced cell population (see Materials and Methods). These clusters also expressed insulin-like growth factor binding proteins 4 (*Igfbp4*) and 5 (*Igfbp5*) and the E3 ubiquitin-protein ligase DTX4 (*Dtx4*), a known regulator of Notch signalling, with Cluster 1 also expressing high levels of metallothionein 1 (*Mt1*) and 2 (*Mt2*). 

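Over all cells of a plate, Plet1 was at 316 ± 63.6 CPM at E10.5 (mean ± SD, n = 4 plates) and at 75.5 ± 35.9 at E12.5 (n = 4), a log2 fold change of -2.17 (standard error 0.35, adjusted p = 0.0033 from edgeR). The log2 fold change lay between -2.49 and -1.92 with each plate left out in turn. By cluster, Plet1 was at 578 ± 653 CPM (n = 5 plates) and 479 ± 89.9 (n = 3) in the pharyngeal endoderm-like clusters of 127 and 89 cells, against 13.0 ± 25.5 (n = 4) in the neural-like cluster. The first of these means rests on plate a at E10.5, with 1699 CPM in 4 cells, and was 298 without it. In the pharyngeal endoderm-like cluster of 87 cells it was at 222 CPM on plate a at E10.5 and at no more than 4.68 on the other plates with at least 3 cells.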

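Igfbp4 was at 251 ± 63.6 CPM at E10.5 and 86.3 ± 46.7 at E12.5 (mean ± SD, n = 4 plates each), a log2 fold change of -1.70 (standard error 0.38, adjusted p = 0.021 from edgeR); this passed the threshold in 3 of the 8 fits that left out 1 plate. Igfbp5 was at 833 ± 358 at E10.5 and 187 ± 58.9 at E12.5, a log2 fold change of -2.15 (standard error 0.31, adjusted p = 0.0018 from edgeR), and passed in all 8. Among the pharyngeal endoderm-like clusters, Igfbp5 averaged 549 ± 196 CPM in the cluster of 127 cells (n = 5 plates), 1057 ± 143 in that of 89 cells (n = 3) and 2462 ± 2369 in that of 87 cells (n = 4, with 5973 on plate b at E10.5). Dtx4 reads were few. At E10.5 Dtx4 was at 54.1 CPM on plate a and between 1.60 and 10.0 on the others, against 0.26 ± 0.40 at E12.5, a log2 fold change of -5.90 (standard error 1.46, adjusted p = 0.035 from edgeR); 2 of the 8 fits that left out 1 plate passed. Mt1 was at 80.5 ± 95.2 and 169.6 ± 84.1 CPM in the clusters of 127 and 89 cells, and Mt2 at 782 ± 952 and 1555 ± 313; in the cluster of 127 cells, without plate e at E12.5, which had 3 cells, the means were 40.3 and 377. The mTEC progenitor-like cluster had 612 ± 673 for Mt1 and 2113 ± 3296 for Mt2 (n = 4), and without plate c, which had 5 cells, the means were 304 and 504.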

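In the neural-like cluster, Neurod1 was at 161 ± 137 CPM (mean ± SD, n = 4 E10.5 plates), and its mean in the other clusters did not exceed 7.36. At 40000 reads per cell, 59.5% of neural-like cells had a Neurod1 read, against 2.36% and 1.12% in the pharyngeal endoderm-like clusters of 127 and 89 cells. Pax9 averaged 0.084 CPM in the neural-like cluster, where it was read on 1 plate only, and at least 8.60 in every other cluster.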

Cluster 2 was characterized by expression of Neurogenic differentiation 1 (*Neurod1*) and other neural lineage markers and by low expression of Paired box 9 (*Pax9*), consistent with previous observations (36). 

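In the neural-like cluster, Tubb3 was at 882 ± 412 CPM (mean ± SD, n = 4 plates) and no more than 18.5 on average in any other cluster. Nefl was at 753 ± 135, with a highest mean elsewhere of 73.1, and Nefm at 5479.9 ± 2499.8, with a highest mean elsewhere of 725. Tmsb4x was at 27706 ± 3867, with a highest mean elsewhere of 5289. Tuba1a, at 1715 ± 309, differed less from the pharyngeal endoderm-like cluster of 87 cells (872 ± 669.5), and Cotl1, at 864 ± 270.1, lay within 1 SD of the parathyroid-like cluster (632 ± 442). Tuba1a and Tmsb4x belong to families with closely similar copies among which the counting could have split reads, so their levels are less certain.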

Cluster 2 also expressed cytoskeleton-associated genes including Tubulin beta 3 (*Tubb3*), Thymosin beta 4 (*Tmsb4x*), Coactosin like F-actin binding protein 1 (*Cotl1*), alpha Tubulin (*Tuba1a*) and the neural skeleton genes Neurofilament medium chain (*Nefm*) and Neurofilament light polypeptide (*Nefl*). 

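Between E12.5 and E10.5, 718 of 11499 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test on the plate sums, 437 of them higher and 281 lower at E12.5. The sums pool all cells of a plate, and cTEC-like, parathyroid-like and mTEC progenitor-like cells came from E12.5 only. These counts therefore mix differences in cell types with changes within a cell type. The plate letter as a block, over the letters that both stages share, gave 215 genes, and DESeq2 called 1269. Of the 46 genes named here that could be tested, 26 passed, and 35 when adjusted over the list alone; the paper chose these genes on the same cells, so the latter is not independent evidence. The largest changes among genes whose plates did not overlap were Cryba2 and Umodl1, at 121 and 124 CPM at E12.5, and Slc2a9, Cd74 and Asb10, which were listed at 0 at E10.5. Cryba2 was at 1102.6 CPM in the parathyroid-like cluster, against a mean of 3.4 over the other clusters. Cartpt, Chrna3, St8sia3, Ceacam10 and Bcat1 were listed at 0 at E12.5. Mdk was at 6424 ± 869.8 CPM at E10.5 and 2291 ± 138 at E12.5 (mean ± SD, n = 4 plates each), a log2 fold change of -1.57 (standard error 0.25, adjusted p = 0.0029 from edgeR), lower on every E12.5 plate than on every E10.5 plate. Within E12.5, Mdk was at 2143 ± 121 in cTEC-like cells, 2555 ± 637 in mTEC progenitor-like cells and 2368 ± 619.5 in parathyroid-like cells (n = 4 plates each). After DBEC adjustment in 1 sequencing run, 94.4% of cTEC-like cells held an Mdk molecule, against 98.9% of E10.5 cells.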

Clusters 1-4 were also characterized by expression of a number of genes, including the heparin-binding protein Midkine (*Mdk*), that were not expressed or expressed at only very low levels in Clusters 5-8. Of note however is that Clusters 5 and 6 expressed the Midkine family member Pleiotrophin (*Ptn*), encoding PTN which is functionally redundant with MDK.

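Ptn was at 1038 ± 299 CPM at E12.5 and 169.6 ± 49.3 at E10.5 (mean ± SD, n = 4 plates each), a log2 fold change of 2.55 (standard error 0.25, adjusted p = 0.00013 from edgeR). In cTEC-like cells it was at 1270.2 ± 324, with 1756 on plate a and between 1081 and 1128 on the other plates, and in mTEC progenitor-like cells at 458 ± 206 (n = 4 plates each). The latter was lower on every plate, with a log2 fold change of -1.57 (standard error 0.36, adjusted p = 0.078 from edgeR). The exact permutation p was 0.029, the smallest that 4 sums against 4 allow. Permutation p values between classes or clusters, here and below, treat the 8 sums as independent, although both sums of a plate share a library. Permuting within the 4 plates cannot give a p under 0.05. The Ptn difference passed the threshold with log-normalized clustering and with the plate as a block, but not in the 9 other settings. In the block fit the median log2 fold change of all genes moved from -0.35 to -1.68.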

The cells in Clusters 5 and 6 were similar and also shared similarities with Cluster 7 cells. 

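In cTEC-like and mTEC progenitor-like cells at E12.5 (mean ± SD in CPM, n = 4 plates each), Foxn1 was at 258 ± 72.1 and 162 ± 119, Pax1 at 1176 ± 179 and 1274 ± 483, and Krt8 at 1244 ± 216 and 1626 ± 325, respectively. The FOXN1 target Prss16 was at 1320.0 ± 101 and 913 ± 117, Ccl25 at 4058 ± 430.1 and 2074 ± 1405, and Psmb11 at 1038 ± 218 and 438 ± 426. None of these 6 genes passed the threshold between the classes in edgeR's quasi-likelihood test, with adjusted p values from 0.28 to 0.99. Prss16 was nevertheless lower on every plate of mTEC progenitor-like cells than on any of cTEC-like cells. Its exact permutation p was 0.029, the smallest that 4 sums against 4 allow. In mTEC progenitor-like cells, plate d had 338 CPM of Foxn1 and the other plates between 85.1 and 122. At E10.5, Foxn1 was at 0.67 ± 0.72. Prss16 and Ccl25 are among the markers that name the cTEC-like clusters, and they were not left out of the variable genes.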

All three clusters expressed TEC-associated genes including *Foxn1*, Paired box 1 (*Pax1*), Cytokeratin 8 (*Krt8*) and the FOXN1 targets Serine protease 16 (*Prss16*), Chemokine (C-C motif) ligand 25 (*Ccl25*) and Proteasome subunit 11 (*Psmb11*) (among others) (53). 

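Between the cTEC-like clusters, 23 of 9615 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 8 of them higher in the FOXN1 target-rich cluster and 15 lower; DESeq2 called 200, and the fits that left out 1 plate called from 0 to 8. Krt8 was at 1741 ± 406 CPM in the target-rich cluster and 698 ± 85.3 in the other (mean ± SD, n = 4 plates each), a log2 fold change of 1.34 (standard error 0.20, adjusted p = 0.023 from edgeR); the log2 fold change lay between 1.24 and 1.43 with each plate left out, and none of these 4 fits passed. Psmb10 was at 1114 ± 223 and 319 ± 286, a log2 fold change of 1.92 (standard error 0.48, adjusted p = 0.19 from edgeR), higher on every plate of the target-rich cluster (two-sided exact permutation p = 0.029), and passed with DESeq2 and with molecules. The mean of 319 rests on plate a, with 732 CPM, and was 181 without it. The log2 fold change of Psmb10 lay between 1.66 and 2.76 with each plate left out. Krt5 was at 349 ± 178 and 184 ± 70.1 in these clusters, and a DBEC-adjusted Krt5 molecule was found in 1 sequencing run in 55.3% and 36.0% of their cells, against 7.14% of parathyroid-like and 1.35% of neural-like cells. The genes past the threshold with the largest changes and no overlap between plates were Opcml, Pacs2, Ppp1r27, Krt18 and Psmb11, higher in the target-rich cluster, and Ankle1, Kif15, Cenpf, Ccnb1 and Top2a, lower in it. Top2a was at 31.9 ± 19.6 CPM in the target-rich cluster and 442 ± 43.1 in the other. In mTEC progenitor-like cells, Psmb10 was at 117 ± 164, against 747 ± 122 over both cTEC-like clusters, a log2 fold change of -2.77 (standard error 1.04, adjusted p = 0.27 from edgeR), without overlap between the plates (two-sided exact permutation p = 0.029), and it passed with molecules alone among the 11 other settings, whose adjusted p values lay between 0.00034 and 0.79. The mean of 117 rests on plate a, with 353 CPM in 4 cells, and was 38.5 without it. The log2 fold change lay between -4.0 and -2.33 with each plate left out.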

Clusters 5 and 6 also expressed *Psmb10* but did not express *Krt5.* Expression of *Krt8* and *Psmb10* was higher in Cluster 6 than in Cluster 5, suggesting Cluster 6 cells might be more differentiated than Cluster 5. Cluster 7 expressed very high levels of *Krt5, Krt17*, *Krt19, Plet1* and Claudin 4 (*Cldn4*). Thus, these data suggested that Clusters 5 and 6 might be cTEC-fated and Cluster 7 mTEC-fated; alternatively, either Cluster 5 or Cluster 7 might represent bipotent thymic epithelial progenitor cells (TEPC). 

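In mTEC progenitor-like cells Krt5 was at 4949 ± 3795 CPM and in cTEC-like cells at 266 ± 88.4 (mean ± SD, n = 4 plates each), a log2 fold change of 4.09 (standard error 0.49, adjusted p = 0.014 from edgeR). It passed in none of the 4 fits that left out 1 plate, where the log2 fold change lay between 3.63 and 4.32. Krt17 was at 1182 ± 986 and 57.2 ± 27.0, a log2 fold change of 4.23 (standard error 0.65, adjusted p = 0.051 from edgeR). For Cldn4 the levels were 340.3 ± 289.8 and 21.8 ± 7.57, a log2 fold change of 4.00 (standard error 0.81, adjusted p = 0.078 from edgeR). Krt19, at 179 ± 174 and 7.97 ± 4.51, had a log2 fold change of 4.34 (standard error 1.06, adjusted p = 0.078 from edgeR), and Plet1, at 305 ± 198 and 37.9 ± 17.9, had a log2 fold change of 2.86 (standard error 0.73, adjusted p = 0.078 from edgeR). Each of these 5 genes was higher on every plate in mTEC progenitor-like cells. The exact permutation p was 0.029 for each, the smallest that 4 sums against 4 allow. It treats the sums as independent, although the classes share plates. In mTEC progenitor-like cells, Krt19 was at 431 CPM on plate a, which had 4 cells, and averaged 94.8 without it. Cldn4 was at 758 on plate e and averaged 201 without it. With each plate left out, the log2 fold change lay between 3.63 and 4.9 for Krt19 and between 3.31 and 4.23 for Cldn4. Krt17, Krt19, Cldn4 and Plet1 passed with DESeq2, and Krt17, Krt19 and Cldn4 also with molecules. Krt17 also passed with every gene tested and with log-normalized clustering. With the plate as a block Krt17 and Cldn4 passed too, but that fit moved the median log2 fold change of all genes from -0.35 to -1.68. Krt17 and Cldn4 are among the markers that name this cluster, and they were not left out of the variable genes. Over all genes tested, the median log2 fold change was -0.35.

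**Figure D2:**
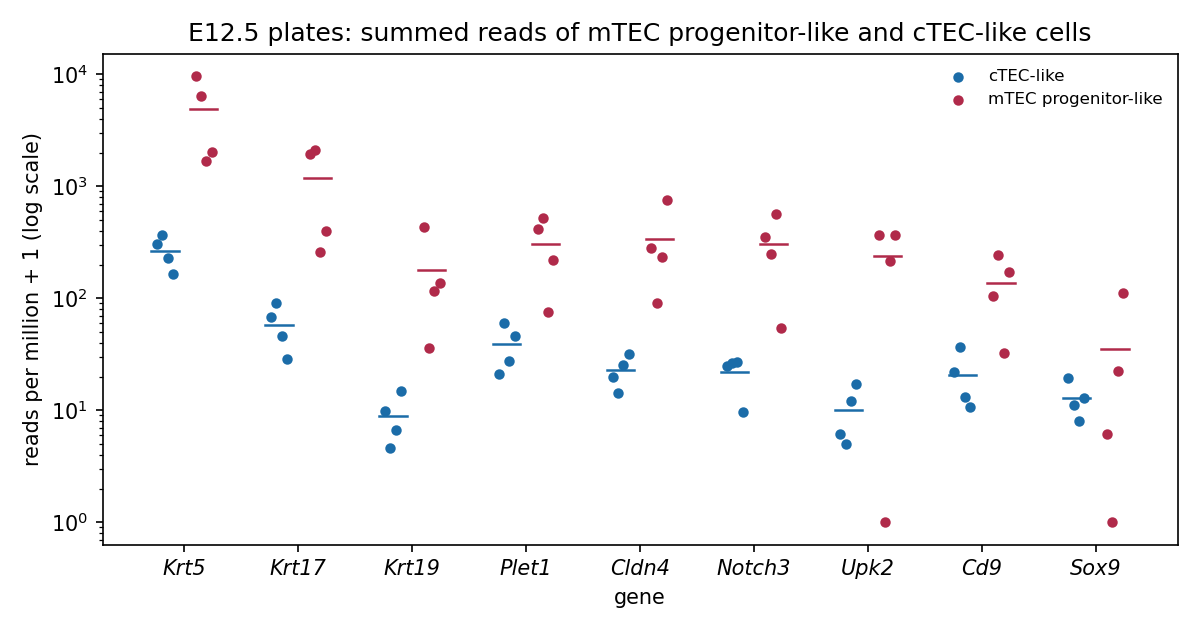
CPM plus 1, on a log scale, for 9 genes in mTEC progenitor-like and cTEC-like cells at E12.5; each point is 1 plate and the line is the mean of the 4. Krt5, Krt17, Krt19, Plet1, Cldn4 and Notch3 do not overlap between the classes, Upk2 has no reads on 1 plate of mTEC progenitor-like cells, and Sox9 overlaps.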

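Over all genes, 1 of 9304 (Krt5) passed an adjusted p of 0.05 between mTEC progenitor-like and cTEC-like cells in edgeR's quasi-likelihood test, and 972 had an unadjusted p under 0.05. DESeq2 called 659 genes and molecules in place of reads gave 70, while each fit that left out 1 plate gave 0. The fit with the plate as a block gave 31, and little weight rests on it. The mTEC progenitor-like sums held 4, 5, 6 and 11 cells on plates a, c, d and e, against between 62 and 71 cTEC-like cells. In simulated data with the sizes of these sums, edgeR recovered 1.1% of the genes changed and made 0 false calls, and DESeq2 made 39 false calls while recovering 38 of the 189 genes changed. The simulation set the same dispersion for sums of few and of many cells, and no plate effect, so these rates are approximate. Of the 41 named genes that could be tested, 11 passed when adjusted over the list alone, and 12 had plates that did not overlap. Among interchangeable sums, 2.86% of genes would not overlap, but these classes share plates and are clusters built on these cells. That share is therefore not the one expected by chance here. The paper chose these genes on the same cells, so the list is not independent evidence.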

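In the parathyroid-like cluster of 42 cells, all from E12.5, Pth was at 11531 ± 3019 CPM and Chga at 32516 ± 8226 (mean ± SD, n = 4 plates). Plate d had 7020 CPM of Pth and the other plates between 12703 and 13351. In the other clusters, Pth averaged no more than 16.2 and Chga no more than 48.9. A Pth read was present in 69.5% of cTEC-like cells and a DBEC-adjusted Pth molecule of 1 sequencing run in 1.13%, so reads of this gene at low level are not read as expression.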

Cluster 8 corresponded to parathyroid primordium cells, as evidenced by the expression of the genes encoding Parathyroid hormone (*Pth*), Chromogranin A (*Chga*) (**Figures 1B–E**). 

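In E12.5 cells, Notch1 was at 119.6 ± 127 CPM in mTEC progenitor-like cells and 16.1 ± 8.03 in cTEC-like cells (mean ± SD, n = 4 plates each), a log2 fold change of 2.81 (standard error 1.39, adjusted p = 0.55 from edgeR), and the plates overlapped (exact permutation p = 0.229). Notch3 was at 305 ± 213 and 21.0 ± 8.37, a log2 fold change of 3.76 (standard error 0.79, adjusted p = 0.078 from edgeR), without overlap (exact permutation p = 0.029). Jag1 was at 31.2 ± 36.9 and 3.93 ± 2.36, a log2 fold change of 2.83 (standard error 1.37, adjusted p = 0.53 from edgeR), with overlap (exact permutation p = 0.086). Without plate c, which had 5 mTEC progenitor-like cells, the Jag1 mean in these cells was 13.7 and the log2 fold change 1.82. Without plate a, which had 4 such cells, the Notch1 mean was 68.8 and the log2 fold change 2.46. DESeq2 called Notch3 and Jag1, and no setting called Notch1. A Notch1 read was found in 30.8% of mTEC progenitor-like cells and 4.14% of cTEC-like cells at 40000 reads per cell, and a Notch3 read in 46.1% and 8.65%. Both were also present at E10.5, at 25.4 ± 19.2 for Notch1 and 100.4 ± 22.9 for Notch3. Within cTEC-like cells, Notch1 was at 2.9 ± 3.1 CPM in the FOXN1 target-rich cluster and 30.7 ± 15.4 in the other. The plates did not overlap, but the adjusted p was 0.48 from edgeR. Notch3 was at 9.3 ± 3.9 and 31.8 ± 20.4 in these clusters, with overlap (adjusted p = 0.82 from edgeR).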

Examination of Notch signalling components revealed that in E12.5 TEC, *Notch1*, *Notch3* and Jagged 1 (*Jag1)* expression was largely restricted to Cluster 7 (**Figure 1E**), also consistent with Cluster 7 cells being mTEC or common TEC progenitors (33, 34). 

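A Psmb11 read was found at 40000 reads per cell in 90.1% and 53.5% of the cells of the FOXN1 target-rich and the other cTEC-like cluster, and in 50.0% of mTEC progenitor-like cells, against 4.76% of parathyroid-like and 3.37% of E10.5 cells. Upk2 was at 238 ± 175 CPM in mTEC progenitor-like cells and 9.12 ± 5.64 in cTEC-like cells (mean ± SD, n = 4 plates each), a log2 fold change of 4.63 (standard error 1.39, adjusted p = 0.11 from edgeR), and passed with DESeq2 only; plate c had no Upk2 read in its 5 mTEC progenitor-like cells. Cd9 was at 137 ± 89.6 and 19.6 ± 11.8, a log2 fold change of 2.78 (standard error 0.97, adjusted p = 0.21 from edgeR), and passed with DESeq2 and with molecules.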

We note that Clusters 4, 5, 6 and 7 all contained cells that expressed *Psmb11*, despite their separate identities (**Figures 1D, E**), and that Cluster 7 cells expressed high levels of the genes encoding the cell surface markers Uroplakin 2 (*Upk2*) and CD9 (*Cd9*) (**Figure 1E**).

Taken together these data establish that the E12.5 thymic primordium contains at least three TEC subpopulations and that the gene expression profile of Cluster 7 TEC is consistent with that of the mTEC progenitor population predicted by our previous studies, which demonstrated divergence of the mTEC and cTEC lineages prior to E11.25-12.0 (33). These findings were consistent with those of Gao (35) and Magaletta (36), who previously reported heterogeneity among TEC at E12.5 including the existence of a *Krt5^hi^* subpopulation at E12.5 enriched for *Cldn3/4*; Gao and colleagues also suggested the existence of mTEC-specified progenitor cells by E11.5 (35).

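Of the 355 E12.5 cells kept, 152 were in the FOXN1 target-rich cTEC-like cluster, 114 in the other cTEC-like cluster and 26 in the mTEC progenitor-like cluster, with the remainder parathyroid-like or in clusters led by E10.5 cells. On single plates, between 38.9% and 48.3% of cells were in the target-rich cluster and between 28.1% and 36.3% in the other cTEC-like cluster. Among the named genes, 16 of 47 were found in the largest share of cells in the mTEC progenitor-like cluster at 40000 reads per cell. From the data of Figure 1 the paper concludes that the E12.5 primordium holds at least 3 TEC subpopulations, and it describes the profile of Cluster 7 as compatible with that of the mTEC progenitors that its earlier work predicted.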

### Sox9^+^ cells are mTEC-fate restricted

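Among the 355 E12.5 cells that passed the filters, 26 were mTEC progenitor-like, a share of 7.32% (95% exact binomial interval 4.84% to 10.6%). On plates a, c, d and e the share was 4.40%, 5.56%, 7.06% and 12.4%, with a mean of 7.34 ± 3.52% (SD, n = 4 plates). Without the parathyroid-like and neural-like cells it was 8.36%. The share lay between 5.64% and 8.33% with each plate left out, the lowest without plate e. The definition moved it most: 23.9% of E12.5 cells had a read of Krt5 together with Krt17 or Cldn4, including 19.9% of cTEC-like cells.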

Cluster 7 cells were present in the E12.5 thymic primordium at a frequency of ~9% (**Figure 1**). The above data led us to consider whether these cells represented a common- or an mTEC-specific progenitor cell type. Therefore, we examined our scRNAseq data in more detail, looking in particular at transcription factor profiles (**Figure 2A**). Overlapping but distinct regulatory networks were associated with each of the clusters (**Figures 2A, B**). These data identified SRY-box transcription factor 9 (Sox9) and CCAAT enhancer binding protein beta (Cebpb) as upregulated in Cluster 7 compared to other clusters and also identified each of these transcription factors as nodes in a regulome (**Figures 1F**, **2A, B**), suggesting possible roles in the regulation of Cluster 7 cell identity or differentiation.

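Sox9 was at 34.5 ± 52.1 CPM in mTEC progenitor-like cells and 11.9 ± 4.86 in cTEC-like cells (mean ± SD, n = 4 plates each), a log2 fold change of 1.75 (standard error 1.53, adjusted p = 0.89 from edgeR). The mTEC progenitor-like values were 5.15, 0, 21.5 and 111 on plates a, c, d and e, and without plate e the log2 fold change was -0.40. Cebpb was at 16.0 ± 14.8 and 4.71 ± 4.69, a log2 fold change of 1.63 (standard error 1.38, adjusted p = 0.88 from edgeR), which was 0.50 without plate c. Neither gene passed the threshold in any of the 10 other settings in which it could be tested. In simulated data for this comparison, edgeR recovered 1.1% of the genes changed. A gene that was not called is therefore not shown to be unchanged. A Sox9 read was found in 34.6% of mTEC progenitor-like cells and 9.40% of cTEC-like cells at 40000 reads per cell, and a Cebpb read in 19.2% and 7.14%. Sox9 averaged 34.0 ± 26.6 CPM in the pharyngeal endoderm-like cluster of 87 cells.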

**Figure 2:**
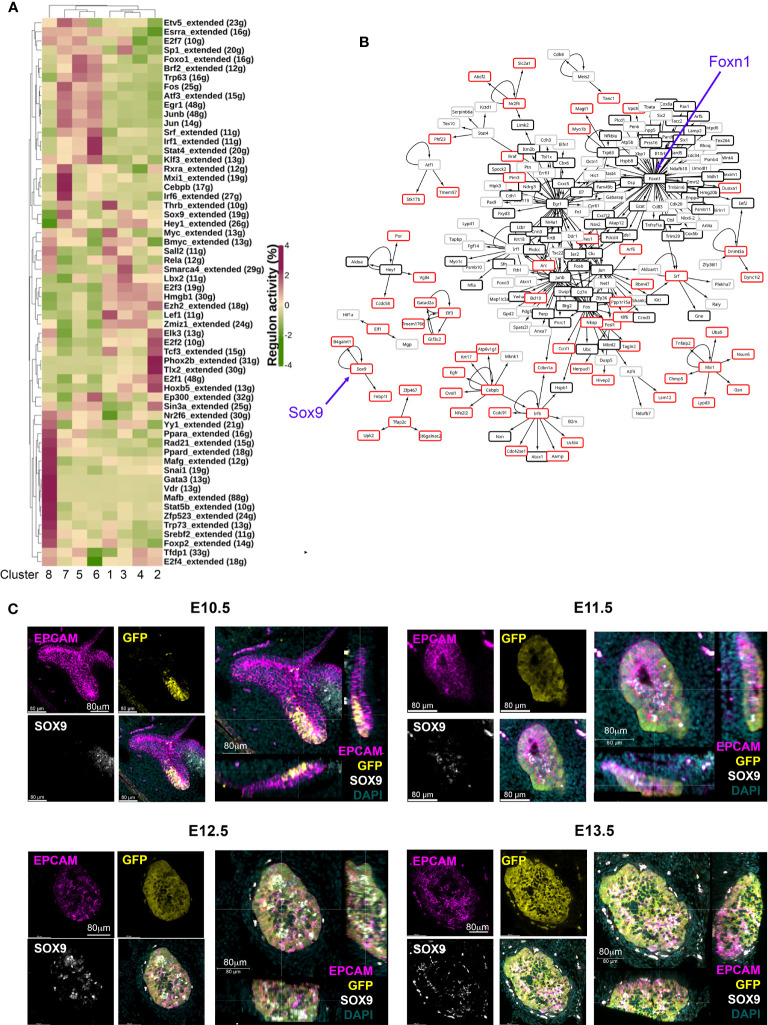
Identification of candidate regulatory networks in E10.5 and E12.5 TEC. **(A)** Heat map shows SCENIC scores of transcription factors relevant to each cluster. **(B)** Network constructed with regulons and their control targets. Arrows indicate control relationships. Red boxes show genes upregulated in Cluster 7 but not in Cluster 5 or 6. Black boxes show genes expressed in all E12.5 TEC clusters. Grey boxes show genes upregulated in E12.5 Clusters 5 and 6 compared to Cluster 7. Blue arrows highlight *Sox9* and *Foxn1* nodes. **(C)** Images show wholemount immunostaining of thick transverse sections of the pharyngeal region containing the thymic primordia from *Foxn1^GFP^* embryos at the ages and for the markers shown. Scale bars are as indicated. Note that in the E12.5 and E13.5 images the cells immediately outside the epithelial region that stain with all markers are autofluorescent.

SOX9 is a stem/progenitor cell regulator in several lineages including the intestinal epithelium (54) and is a known Notch target in early pancreatic progenitors (55, 56), but has not yet been linked to epithelial cell development in the fetal thymus. Immunohistochemical analyses revealed expression of SOX9 in the thymus domain of the 3PP from E11.5, with this staining associated with epithelial cells adjacent to the lumen of the developing primordium, and a more scattered SOX9 staining pattern at E12.5 and E13.5 (**Figure 2C**). No SOX9 staining was detected at E10.5 (**Figure 2C**). To test whether Sox9^+^ cells in the early thymic primordium were mTEC-fated or might represent a common/bipotent TEPC, we investigated their fate *in vivo* using lineage tracing. For this, we used a model in which, in the presence of tamoxifen, CreER expressed under the Sox9 promoter (Sox9CreER^T2^ (40)) drives activation of an inducible tdTomato reporter allele (*Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^* [called Ai14] (41)). Briefly, Sox9CreER^T2^;Ai14 males were crossed with wild type or Sox9CreER^T2^;Ai14 females and tamoxifen was administered to pregnant females E11.5 or E13.5 (**Figure 3A**). The date of tamoxifen administration was taken as day 0. Embryos from mice gavaged at E13.5 were collected at day 2 (E15.5) and the thymi analyzed for the presence of tdTomato^+^ TEC. At this +2 days timepoint a very small number of tdTomato^+^ TEC, around two to three cells per lobe, were present in each of the thymi analyzed (**Figure 3B**), and these cells were all UEA1^+^. Thus, Sox9CreER^T2^ appeared to faithfully report SOX9 expression in the thymus (**Figure 3B**); only a low level of recombination was observed even at the high tamoxifen dose used, likely reflecting the relatively low expression of SOX9 in TEC at this developmental stage. We next analyzed thymi at day 5 or 7 post tamoxifen injection (i.e. E18.5, day 5 for mice treated at E13.5, day 7 for mice treated at E11.5). tdTomato^+^ TEC were present in the thymi of mice in which tamoxifen treatment had been initiated at either E11.5 or E13.5, and were exclusively located in UEA1^+^ medullary regions (shown in **Figure 3C** for embryos treated at E13.5 and analyzed at E18.5; note that the number of tdTom^+^UEA1^+^ cells per lobe is substantially increased at E18.5 versus E15.5). Embryos in which the tamoxifen treatment was initiated at E11.5 showed impaired development versus controls due to the high dose of tamoxifen used. However, tdTomato^+^ TEC were also restricted to UEA1^+^ regions in these thymi (not shown). No tdTomato cells were present in the negative control embryos (tamoxifen-treated Sox9CreER^T2-^;Ai14^+^ embryos [CreER-negative controls] and Sox9CreER^T2+^;Ai14^+^ embryos not treated with tamoxifen; **Figures 3B, C**). Collectively, these data identify Cluster 7 cells as mTEC-fated TEC. Furthermore, as increased numbers of tdTomato^+^ cells were observed at E18.5 versus E15.5, we conclude that Sox9 marks mTEC-restricted progenitors.

**Figure 3:**
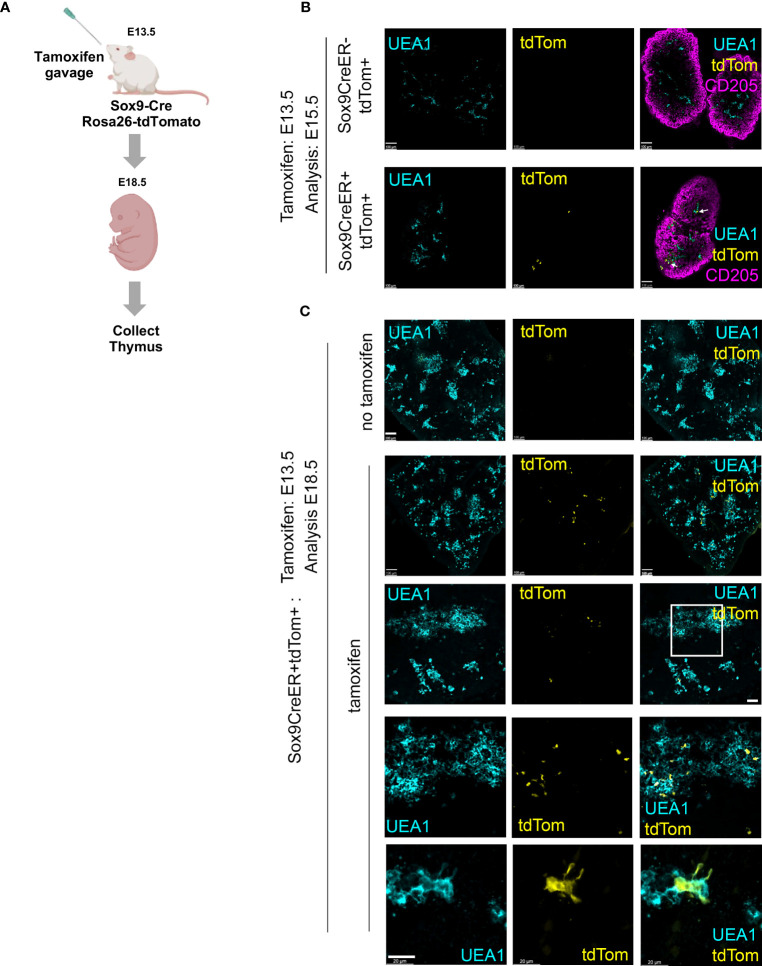
Lineage tracing demonstrates mTEC restriction of E12.5 and E13.5 Sox9^+^ TEC **(A)** Schematic of experimental protocol. Sox9CreER;Rosa26-tdTomato (Ai14) males were crossed with wild type or Sox9CreER;Rosa26-tdTomato female mice to obtain timed matings. The pregnant females were treated with tamoxifen at E13.5. Thymi were collected at E15.5 or E18.5, genotyped and processed for wholemount imaging. **(B, C)** Images show E15.5 and E18.5 Sox9CreER^+^;Rosa26-tdTomato^+^ thymi from tamoxifen-treated and carrier-only treated embryos, after staining for the markers shown. **(B, C)** Cyan, UEA1; yellow, tdTomato; magenta, CD205. Note, in some samples penetration of αCD205 was poor. Second to bottom row in **(C)** shows detail from boxed area in row above. Bottom row in **(C)** high magnification image showing UEA1^+^tdTom^+^ cell from another section. Images show optical sections from thick sections or whole thymi. Scale bars all 100μm except C bottom row, which is 20 μm. **(B)** E15.5, n=3 tamoxifen-treated Sox9CreER^+^Rosa26-tdTomato^+^ embryos and n=1 tamoxifen-treated Sox9CreER^-^Rosa26-tdTomato^+^ (i.e. CreER negative control) from one pregnant female; E18.5, n=6 tamoxifen-treated Sox9CreER^+^Rosa26-tdTomato^+^ embryos from two pregnant female mice set up on different days and n=3 untreated Sox9CreER^+^Rosa26-tdTomato^+^ embryos from one pregnant female (negative controls).

### Most E12.5 TEC are cTEC-fated

The above data prompted us to revisit the potency of single epithelial cells within the early thymus rudiment, and in particular the question of whether a common TEPC exists within the E12.5 thymic primordium. For this, we used similar assay to that previously described by Anderson and colleagues (21). In brief, fetal TEC that carried a heritable genetic label were placed within an environment able to provide all the signals required for normal thymus development, then examined for the lineage contribution of their descendants after a defined time period. PLET1 is well established to mark thymic epithelial progenitor cells (TEPCs) in the E12.5 thymic primordium (51, 57). Specifically, we isolated E12.5 PLET1^+^ TEC from mice that constitutively and ubiquitously expressed a membrane-bound GFP (mGFP), by flow cytometry. The cells were then diluted to allow visual selection with a hand-controlled micropipette, and defined numbers of cells were subsequently microinjected into freshly microdissected wild-type E12.5 thymic lobes that had been trimmed of excess mesenchyme to allow easy entry of the injection pipette (**Figures 4A, B**). On the same day that they were microdissected and injected (within two hours after injection), the injected lobes were grafted under the kidney capsule of wild type mouse (51, 57–60). The grafts were recovered after ~14 days and examined in wholemount for mGFP^+^ cells using a fluorescence microscope (**Figures 4C–E**). Grafts in which mGFP^+^ cells were observed were cryosectioned and processed for immunohistochemistry. Staining for cytokeratin 14 (K14) or UEA1 (both medullary TEC markers) and CDR1 or Ly51 (both cortical TEC markers) was used to identify the location and identity of the injected mGFP^+^ cells and their progeny. DAPI was also used to distinguish cortical and medullary regions. An α-GFP antibody was used to detect injected cells. Grafts were scored by observing all recovered grafts in which mGFP^+^ foci were visible in wholemount, and analysing by immunohistochemistry every section from each graft in which mGFP^+^ foci were present.

**Figure 4:**
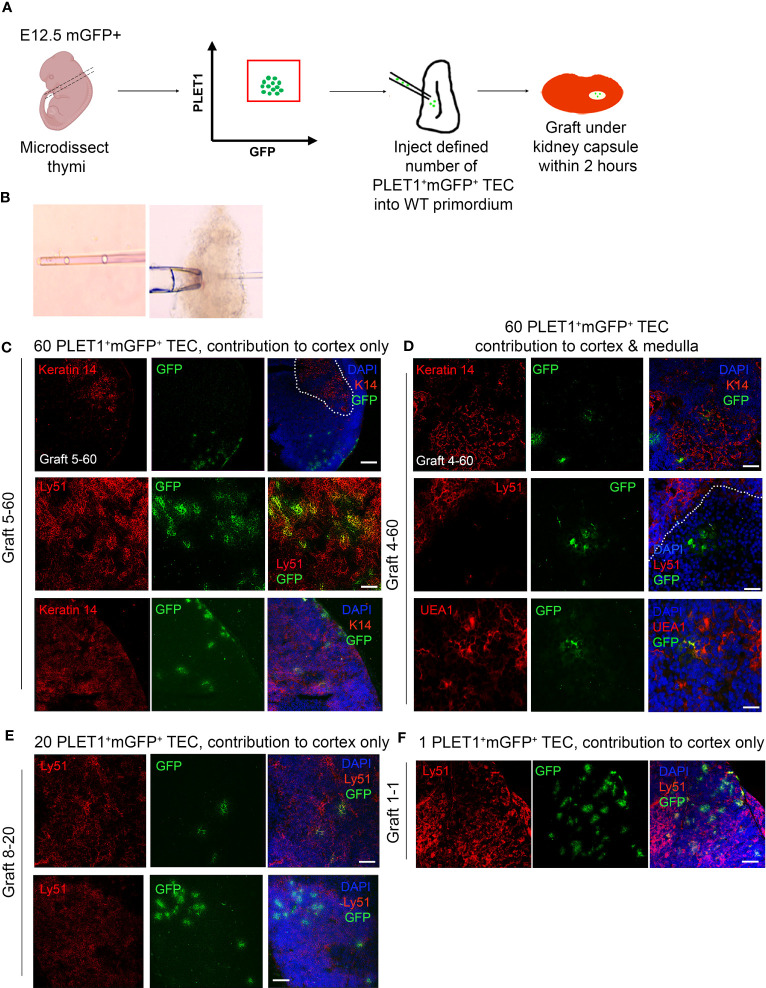
The E12.5 mGFP^+^ PLET1^+^ TEC population contains cTEC restricted and common or mTEC restricted progenitors. **(A)** Schematic showing experiment design. E12.5 mGFP^+^PLET1^+^ TEC were isolated from E12.5 thymi, individual cells were picked up in a hand-pulled microinjection pipette. A defined number of mGFP^+^ TEC was then injected into each wild type E12.5 thymus primordium. The injected primordia were grafted under the kidney capsule of recipient mice on the same day they were microdissected and within 2 hours of microinjection. Grafts were recovered after 2-3 weeks and analysed by histology and immunohistochemical analysis with the markers shown. **(B)** Images show individual cells within microinjection pipette (left) and E12.5 primordium held with a holding pipette whilst being injected with a microinjection pipette. **(C–F)** Images show representative staining of cortical **(C, E, F)** and medullary **(D)** mGFP^+^ foci. Sixty **(C, D)**, twenty **(E)** or one **(F)** cells were injected per lobe. Cytokeratin 14 (K14) and UEA1 stain mTEC while Ly51 stains cTEC. DAPI reveals nuclei and can be used to differentiate cortical and medullary regions based on cell density. Scale bars 55μm, except C upper row, E lower row and F where scale bars represent 150μm. Graft names correspond to those in **Table 1**. Images show single optical sections. Dotted line in **(C)** top row demarcates medullary area. n for each condition represents an independent graft and is as indicated in **Table 1**; at least three biologically independent replicates were performed for each injection condition.

We initially injected the maximum number of cells (sixty) that was achievable with the hand controlled micropipette. Analysis of these grafts established that mGFP^+^ cells could survive and contribute to cortical and medullary TEC networks, and to the cortico-medullary junction (CMJ). In subsequent experiments, lower defined cell numbers were injected and mGFP^+^ cells were found in a proportion of the recovered grafts. When mGFP^+^ cells were present, they typically existed as small regionalized mGFP^+^ epithelial clusters (foci) regardless of input mGFP^+^ cell number (**Figures 4C, D**). The results observed are shown in **Figure 4** and **Table 1**. In many of the recovered grafts, mGFP^+^ clusters were found only in cortical regions (**Figures 4C, E, F**; **Table 1**). When sixty E12.5 PLET1^+^mGFP^+^ cells were injected into E12.5 thymic lobes and grafted under the kidney capsule, five of eight grafts analysed had mGFP^+^ cells only in the cortex (**Figure 4C**; **Table 1**) with the number of cortical foci ranging from five-to-ten to forty-to-fifty in the eight grafts analysed. One of eight grafts each showed contribution to both medulla and cortex; contribution to the CMJ and cortex; or contribution to all three compartments respectively (shown for cortical and medullary contribution in **Figure 4D**; **Table 1**). In the two grafts that had contribution to both compartments, the number of mGFP^+^ foci was greater in the cortex (**Table 1**). A similar picture was observed when twenty-to-thirty, ten or five E12.5 PLET1^+^mGFP^+^ TEC were injected into E12.5 thymic lobes (**Figure 4E**; **Table 1**). In none of these experiments did we recover grafts where the injected E12.5 PLET1^+^mGFP^+^ TECs injected gave rise to mGFP^+^ foci only in the medulla. Finally, we injected each E12.5 lobe with a single GFP^+^PLET1^+^ TEC: here, mGFP^+^ cells were observed in only one of eighty three grafts performed when the lobe was grafted on the same day as the injection, and were located solely in the cortex (**Figure 4F**; **Table 1**).

**Table 1:** E12.5 TEC preferentially adopt a cortical TEC fate.

	Location and number of mGFP^+^ foci in recovered graft		
Graft ID	Cortex	Medulla	CMJ
60 E12.5 PLET1^+^mGFP^+^ cells injected into each E12.5 lobe			
G1-60	40-45	0	0
G2-60	10-15	6	2
G3-60	15-20	0	3
G4-60	5-10	2	0
G5-60	30-35	0	0
G6-60	15-20	0	0
G7-60	5-10	0	0
G8-60	5-10	0	0
20-30 E12.5 PLET1^+^mGFP^+^ cells injected into each E12.5 lobe			
G1-20	0-5	4	2
G2-20	10-15	0	0
G3-20	5-10	0	0
G4-20	10-15	6	2
G5-20	5-10	0	0
G6-20	5-10	0	0
G7-20	5-10	0	0
G8-20	5-10	0	0
10 E12.5 PLET1^+^mGFP^+^ cells injected into each E12.5 lobe			
G1-10	6	0	0
G2-10	4	0	0
5 E12.5 PLET1^+^ mGFP^+^ cells injected into each E12.5 lobe			
G1-5	1-5	0	0
1 E12.5 PLET1^+^ mGFP^+^ cell injected into each E12.5 lobe			
G1-1 to G83-1	40-45	0	0

Table shows distribution of foci in grafted E12.5 thymic lobes that had been injected with 1, 5, 10, 20-30 or 60 E12.5 mGFP^+^PLET1^+^ TEC. Grafted were placed under the kidney capsule on the same day and recovered for analysis two-three weeks later. mGFP^+^ foci were scored visually for regional localization based on the DAPI, α-K14, Ly51 and CDR1 staining. Some grafts contained mGFP^+^ TEC in both the cortical and medullary compartments but most had mGFP^+^ cells in the cortex only. No grafts were scored with contribution to the medulla only. 60 cells injected, n= 8 independent grafts of which 8 grafts contained mGFP^+^ cells (n=8/8); 20-30 cells injected, n= 22 independent grafts of which 8 grafts contained mGFP^+^ cells (n=8/22); 10 cells injected, n= 8 independent grafts of which 2 grafts contained mGFP^+^ cells (n=2/8); 5 cells injected, n= 18 independent grafts of which 1 graft contained mGFP^+^ cells (n=1/18); 1 cell injected, n= 83 independent grafts of which 1 graft contained mGFP^+^ cells (n=1/83). N for each condition represents an independent graft; at least three biologically independent replicates were performed for each injection condition. Only grafts that contained mGFP^+^ cells upon visual inspection were analyzed by immunohistochemistry.

### cTEC-fate bias among E12.5 TEC is not explained by community effect

The community effect is a developmental mechanism first described by Gurdon and colleagues whereby cells require interaction with neighbouring cells in order to express a gene that allows them to complete differentiation. If cells are pre-determined they should be able to complete differentiation even in an ectopic cellular environment (61–63). To address the possibility that a community effect might explain our results we performed two experiments. First, we attempted to bias the fate of the injected cells towards the medullary lineage by injecting them into the lumen of an E11.5 thymic primordium (**Figure 5A**), based on the rationale that the CLDN3/4^+^ cells lining the lumen of the 3PP were identified as candidate precursors of AIRE1^+^ mTECs (26). If there was a community effect between the injected cells and the host environment, we predicted that as the cells injected into the lumen would first contact putative mTEC progenitors they would adopt a medullary fate unless already restricted to becoming cTEC. Thirty E12.5 mGFP^+^PLET1^+^ TEC were injected into the lumen of E11.5 thymic primordia (**Figure 5A**; **Table 2**), which were then grafted and recovered after two weeks. In two out of the three grafts recovered, all of cells injected contributed only to the cortex (**Table 2**) while the third graft had GFP^+^ cells that contributed to both the cortex and medullary regions although most of the foci were observed in the cortex (**Table 2**). These data show that placing E12.5 mGFP^+^PLET1^+^ TECs into an environment likely to be enriched for precursors for medullary TECs had no apparent influence on their lineage choice.

**Figure 5:**
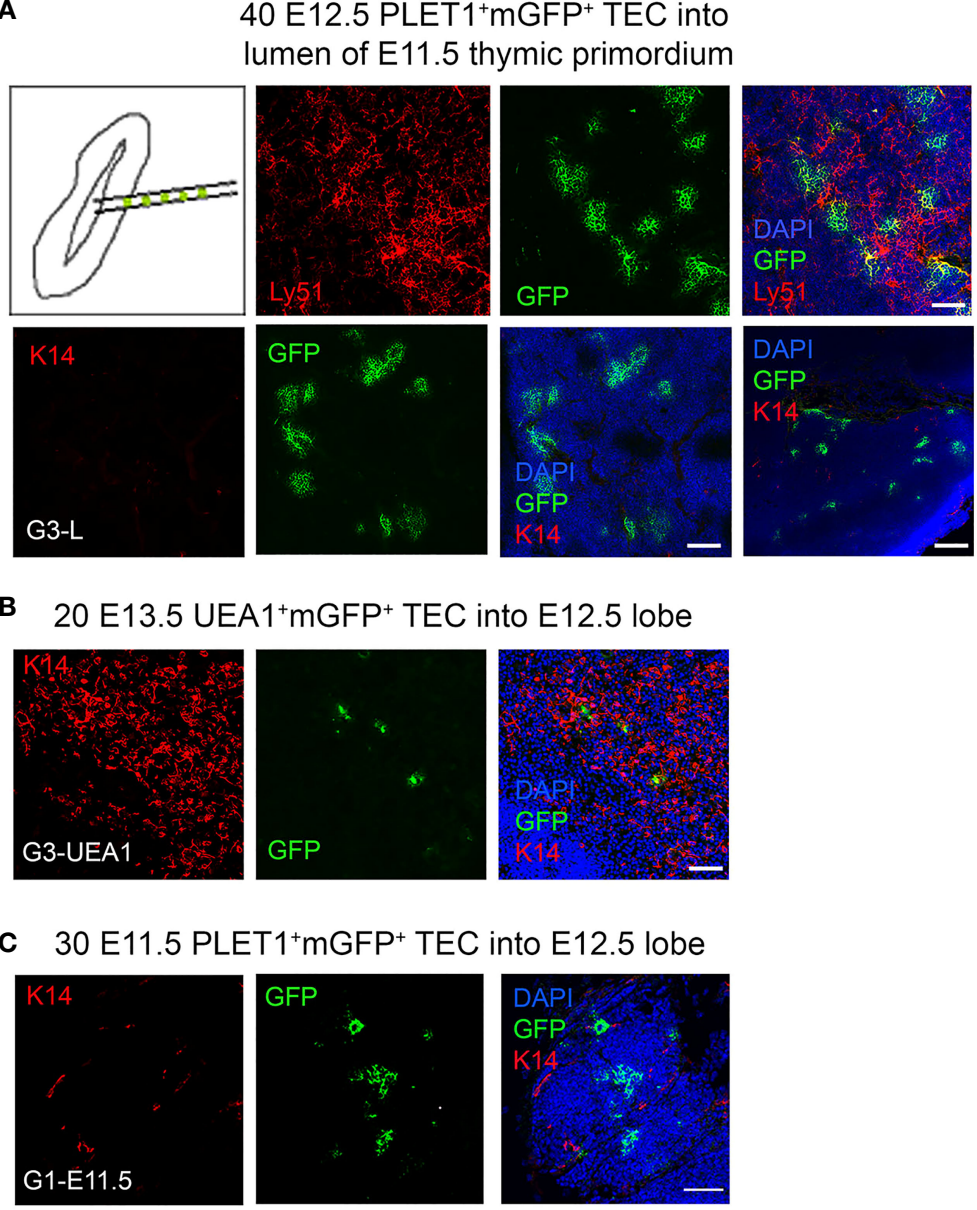
Community effect does not override cell identity in E12.5 TEC progenitors. E11.5 mGFP^+^PLET1^+^, E12.5 mGFP^+^PLET1^+^ or E13.5 UEA1^+^ TEC were isolated. A defined number of mGFP^+^ TEC was then injected into the lumen of E11.5 **(A)** or the body of wild type E12.5 **(B,C)** thymic primordia. The injected primordia were grafted under the kidney capsule of recipient mice on the same day that they were microdissected and within 2 hours of microinjection. Grafts were recovered after 2-3 weeks and analyzed by histology and immunohistochemical analysis with the markers shown. **(A)** Images show representative mGFP^+^ foci in grafts of E11.5 thymic lobes into which forty E12.5 mGFP^+^PLET1^+^ cells were injected in the lumen. mGFP^+^ foci are negative for cytokeratin 14 (K14) and positive for Ly51. **(B)** Images show representative mGFP^+^ foci in a graft in which twenty E13.5 mGFP^+^UEA1^+^ TEC were injected into the body of an E12.5 lobe. mGFP^+^ cells were located in the medulla region or the CMJ. **(C)** Images show representative mGFP^+^ foci in graft in which thirty E11.5 mGFP^+^PLET1^+^ TEC were injected into the body of an E12.5 lobe. mGFP^+^ cells were located only in the cortical region. **(A–C)** Graft names correspond to the graft identities in **Table 2**. Scale bars, **(A)** A 75µm except bottom right panel, 300µm. **(B)** 75µm **(C)** 55µm. N for each condition represents an independent graft and is as indicated in **Table 2**; at least three biologically independent replicates were performed for each injection condition.

**Table 2:** Cell identity not community effect determines progeny location.

	Location and number of mGFP^+^ foci in recovered graft			
Graft ID	Cortex	Medulla	CMJ	Other
40 E12.5 PLET1^+m^GFP^+^ cells injected into the lumen of each E11.5 lobe				
G1-L	5-10	0	0	0
G2-L	5-10	2	0	0
G3-L	10-15	0	0	0
30 E13.5 UEA1^+^mGFP^+^ cells injected into each E12.5 lobe				
G1-UEA1	0	3	0	1*
G2-UEA1	0	1	0	4*
G3-UEA1	0	2	1	0
30 E11.5 PLET1^+^mGFP^+^ cells injected into each E12.5 lobe				
G1- E11.5	10-15	0	0	0

*Cells classified as ‘other’ were not cTEC but were not present in clear medullary areas. They were Ly51^-^UEA1^+^K14^-^and were present either as cyst-like structures or as cells with uncharacteristically large vacuoles.

Table shows distribution of foci in grafted E12.5 or E11.5 thymic lobes that had been injected with 20 or 40 mGFP^+^PLET1^+^ TEC of the developmental age shown. The injected cells were placed in either the body or the lumen of the lobe, as indicated. Grafted were placed under the kidney capsule on the same day and recovered for analysis two-three weeks later. mGFP^+^ foci were scored visually for regional localization based on the DAPI, α-K14, Ly51 and CDR1 staining. 40 E12.5 mGFP^+^PLET1^+^ TEC into E11.5 lobe lumen, n≥5 independent grafts of which 3 grafts contained mGFP^+^ cells (n=3/≥5); 30 E13.5 mGFP^+^UEA1^+^ TEC injected into E12.5 lobe body, n= 40 independent grafts of which 3 grafts contained mGFP^+^ cells (n=3/40); 30 E11.5 mGFP^+^PLET1^+^ TEC injected E12.5 lobe body, n= 4 independent grafts of which 1 graft contained mGFP^+^ cells (n=1/4). N for each condition represents an independent graft; at least three biologically independent replicates were performed for each injection condition. Only grafts that contained mGFP^+^ cells upon visual inspection were analyzed by immunohistochemistry.

Second, Hamazaki and colleagues previously showed that CLDN3/4^hi^UEA1^+^ TEC, when reaggregated with dissociated E13.5 whole thymic lobes, gave rise to medullary but not cortical TECs (26). Therefore, we isolated E13.5 mGFP^+^UEA1^+^ TEC and injected 30 cells into each E12.5 thymic lobe before grafting under the kidney capsule (**Figure 5B**). The grafts were recovered after three weeks and the fate of the mGFP^+^UEA1^+^ cells was assessed. In these analyses, mGFP^+^ foci were most frequently found in K14^+^ medullary regions (**Figure 5B**; **Table 3**). Some mGFP^+^ cells were observed in the cortical regions, but these were in cyst like structures or did not appear to be cortical cells as they had uncharacteristically large vacuoles. These cortical GFP^+^ structures were positive for UEA1 but not for K14 or Ly51. Thus, medullary-restricted UEA1^+^mGFP^+^ TEC did not become cTEC in our assay.

**Table 3:** Potency of E12.5 TEC is changed by overnight culture.

	Location and number of mGFP^+^ foci in recovered graft			
Graft ID	Cortex	Medulla	CMJ	Other
30-40 E12.5 PLET1^+^mGFP^+^ cells injected into each E12.5 lobe and cultured O/N before grafting				
G1-30/40-O/N	15-20	3	3	
G2-30/40-O/N	10-15	10-15	0	
G3-30/40-O/N	20-30	0	0	
G4-30/40-O/N	15-20	5	0	
30-40 E12.5 PLET1^+^mGFP^+^ cells cultured overnight then injected into uncultured E12.5 lobes and grafted within 2 hours				
G2	15-20	1-5	1-5	
G3	1-5	1-5	0	
G4	35-40	5-10	0	
E12.5 lobes cultured overnight then injected with 30-40 E12.5 PLET1^+^mGFP^+^ cells and grafted within 2 hours				
G1	1-5	5-10	1-5	
G2	15-20	1-5	0	
G3	1-5	1-5	1-5	
1 E12.5 PLET1^+^mGFP^+^ cell injected into each E12.5 lobe and cultured O/N before grafting				
G1-1-ON	3	1^*^	0	
G2-1-ON	1-5	1-5	0	
G3-1-ON	1-5	1-5	0	
G4-1-ON	1-5	1-5	0	

*Very large medullary focus.

Table shows distribution of foci in grafted E12.5 thymic lobes that had been injected with the number of E12.5 mGFP^+^PLET1^+^ TEC shown. The injected lobes were cultured overnight before grafting under the kidney capsule. Grafts were recovered for analysis after two-three weeks. mGFP^+^ foci were scored visually for regional localization based on the DAPI, α-K14, Ly51 and CDR1 staining. 30-40 E12.5 mGFP^+^PLET1^+^ TEC injected into E12.5 lobe then cultured, n=4 independent grafts of which 4 grafts contained mGFP^+^ cells (n=4/4); 30-40 E12.5 mGFP^+^PLET1^+^ TEC cultured then injected into E12.5 lobe, n≥5 independent grafts of which 3 grafts contained mGFP^+^ cells, (n=3/≥5); E12.5 lobes cultured overnight then injected with 30-40 E12.5 mGFP^+^PLET1^+^ TEC, n=18 independent grafts of which 3 grafts contained mGFP^+^ cells (n=3/18); 1 E12.5 mGFP^+^PLET1^+^ TEC injected into E12.5 lobe, n=22 independent grafts of which 4 grafts contained mGFP^+^ cells (n=4/22). Only recovered grafts that contained mGFP^+^ TEC upon visual inspection were analyzed by immunohistochemistry. Contribution to the medulla appeared greater in grafts that were cultured overnight (O/N) although one graft was observed with contribution to only the cortex. N for each condition represents an independent graft; at least three biologically independent replicates were performed for each injection condition. The proportion of cTEC-fated mGFP^+^ cells in grafted lobes that had not been (and in which no cells had been) cultured (**Table 1**) with that in grafted lobes that had been cultured overnight before grafting (**Table 3**) was statistically significant as shown by a pooled two-proportion z-test, which gave a z-score of z=3.03 and ap-value of p-val=0.002.

Collectively, these data strongly suggest that when mGFP^+^PLET1^+^ TEC are injected into a normal fetal thymic microenvironment this does not override their existing lineage-identity, providing further support for the existence of sub-lineage precursors for the cortical and medullary compartments by E12.5. To test whether this might also be the case at earlier developmental stages, we also injected thirty E11.5 mGFP^+^PLET1^+^ cells into E12.5 thymic lobes. In these experiments, mGFP^+^ clusters were found only in the cortex (shown in **Figure 5C** by lack of K14 staining and dense DAPI staining) suggesting that as early as E11.5 most TEC are committed to a cortical fate (**Figure 5C**; **Table 2**), consistent with a recent scRNAseq analysis (36).

Taken together, the data presented in **Figures 1**–**5** strongly suggest that at E12.5 the majority of TEC are already specified to the cortical fate and further demonstrate that at this developmental stage, a minor population is mTEC-fated. These findings are consistent with the picture emerging from scRNAseq and barcoding analyses (35–37) but contrast with the conclusions of Rossi and colleagues (21). This raised the obvious question of why our data differed from those of Rossi (21) who showed via a very similar microinjecting method that one injected E12.5 YFP^+^ TEPC could give rise to cells scattered evenly throughout both the cortex and medulla, concluding the existence of bi-potent TEPC at E12.5. This result was observed in all four grafts in which YFP^+^ cells were found, of a total of thirteen grafts injected (21).

Rossi and colleagues used an α-EPCAM rather than α-PLET1 antibody to isolate the YFP^+^ TEC, and showed that these antibodies both bind most if not all TEC in the E12.5 population (21). Therefore, we repeated our analyses substituting α-EPCAM for α-PLET1 as the antibody used to isolate the TEC for injection. Analysis of these grafts gave identical results to those shown above (**Supplementary Figure 3**). We considered the potential effect of the method used to dissociate the fetal thymic lobes in the two laboratories. In the analyses presented above, cells were dissociated using collagenase and hyaluronidase, whereas Rossi and colleagues used trypsin/EDTA for 5 minutes at 37°C (21). Thus, we also tested the outcome of injecting twenty-to-thirty cells obtained by after dissociation in trypsin/EDTA. No difference in outcome was observed (data not shown). We also ruled out selective immune rejection: in the above experiments, we sorted cells from lobes collected from a C57BL/6 x mGFP^+^C57BL/6 cross and then grafted into C57BL/6xCBA F1 hosts. Although the F1 host should not reject cells from either parental strain, we tested the outcome of injecting E12.5 TEC from a mGFP^+^C57BL/6 x CBA cross. Again, the same results were observed (**Supplementary Figure 4**). Furthermore, use of an αGFP antibody gave the same results as direct detection of mGFP (**Supplementary Figure 4**).

### Overnight culture changes the potency of E12.5 TEC

It is well established that *in vitro* culture in incompletely defined culture medium can affect cell potency. Therefore, we tested the effect of altering our protocol such that rather than grafting the lobes within two hours of injection, we cultured the injected lobes overnight in DMEM 10% FCS prior to grafting. When these grafts were analyzed, four of twenty two contained mGFP^+^ foci and in all four, these were found in both cortical and medullary regions (**Figure 6**; **Table 3**). In one of the grafts, most of the mGFP^+^ cells were found in the medulla and expressed Keratin 14 (**Figure 6B**). The mGFP^+^ clusters found in cortical regions expressed CDR1, a marker restricted to cortical TEC of the adult thymus (**Figure 6B**). Overnight culture of either the E12.5 mGFP^+^PLET1^+^ TEC or the injected lobes prior to grafting also increased the frequency of grafts containing medullary foci (**Tables 3**, **4**, **Supplementary Figure 5**). When thirty-to-forty E12.5 mGFP^+^PLET1^+^ were cultured overnight then injected into E12.5 lobes and grafted within two hours, three of three grafts showed a contribution to both cortical and medullary compartments (**Figure 6**; **Table 3**). Similarly, when E12.5 lobes were cultured overnight then injected with thirty to forty mGFP^+^PLET1^+^ E12.5 TEC, three of eighteen grafts showed a contribution to both compartments (**Tables 3**, **4**; **Supplementary Figure 5**).

**Figure 6:**
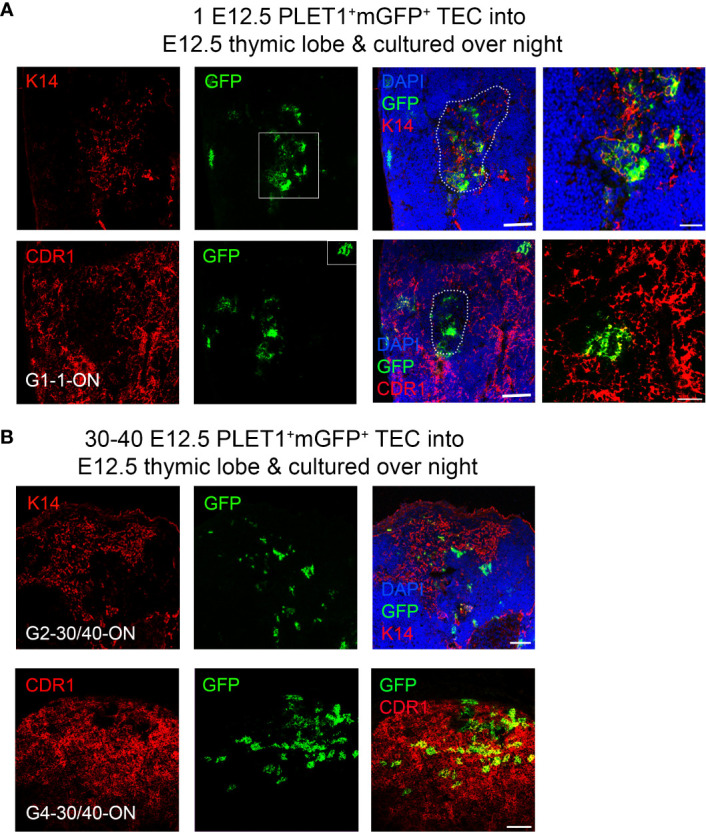
A bipotent thymic epithelial progenitor cell is present after overnight culture. E12.5 mGFP^+^PLET1^+^ TEC were isolated from E12.5 thymi and a single cell was then injected into each wild type E12.5 thymus primordium; injected primordia were cultured overnight before grafting under the kidney capsule of recipient mice, grafts were recovered after 2-3 weeks and analysed with the markers shown. **(A)** Representative mGFP^+^ foci derived from a single cell showing co-localisation of mGFP^+^ cells with the mTEC marker Keratin 14 (k14) and the cTEC marker CDR1. DAPI shows nuclei. Right hand panels show higher magnification of boxed regions. **(B)** Representative mGFP^+^ foci from grafts of E12.5 thymic lobes injected with 40 mGFP^+^Plet1^+^ TEC and then cultured for 24 hours before grafting. Images show immunostaining for anti-K14 and CDR1 in two separate grafts. Graft name corresponds with graft identification in **Table 3**. Scale bars **(A)** 150μm except right hand panels, 55μm, **(B)** 150μm. N for each condition represents an independent graft and is as indicated in **Table 3**; at least three biologically independent replicates were performed for each injection condition.

**Table 4:** Summary of cell potency assay data.

Number of injected mGFP^+^PLET1^+^ cells	Number of grafts with at least one mGFP^+^ focus/Total number of grafts performed	Percentage of grafts with at least one mGFP^+^ focus	Percentage of mGFP+ grafts with only cTEC foci	Percentage of mGFP+ grafts with cTEC and CMJ and/or mTEC foci	Percentage of mGFP+ grafts with only mTEC or mTEC and CMJ foci
E12.5 PLET1^+^mGFP^+^ TEC					
Injection on day of microdissection, followed by grafting within 2 hours					
60	8/8	100	62.5	37.5	0
40*	3/≥5	100	67	33	0
20	8/22	36	75	25	0
10	2/8	25	100	0	0
5	1/18	5	100	0	0
1	1/83	1.2	100	0	0
Injection on day of microdissection, followed by overnight culture before grafting					
30-40	4/4	100	25	75	0
1	4/22	18	0	100	0
Cells cultured overnight prior to injection, followed by grafting within 2 hours					
30-40	3/≥5	100	0	100	0
Lobes cultured overnight prior to injection with freshly isolated cells, followed by grafting within 2 hours					
30-40	3/18	100	0	100	0
E11.5 PLET1^+^mGFP^+^ TEC					
Injection on day of microdissection, followed by grafting within 2 hours					
40	1/4	100	100	0	0
E13.5 UEA1^+^mGFP^+^ TEC					
Injection on day of microdissection, followed by grafting within 2 hours					
20	3/40	100	0	0	100**

Proportion of grafts with contribution from PLET1^+^mGFP^+^ cells, for each of the conditions shown. *E12.5 TEC injected into lumen of E11.5 lobe, **2 grafts also contained atypical GFP^+^ TEC.

Collectively, in our study a clonal result was achieved in five out of one hundred and five single cell injections (1/83 without overnight culture and 4/22 after overnight culture) (**Table 4**). When freshly isolated cells were injected and the lobes grafted on the same day, the single cell injected generated only cTEC progeny. In contrast, when the injected lobes were cultured overnight before grafting, each of the single injected cells that contributed to the graft was bipotent. As the frequency of single cell contribution without overnight culture was consistent with the estimated viability of mGFP^+^ cells in our experiments (**Table 4**) it remains possible that, as well as the minor population of mTEC-restricted progenitors demonstrated through lineage tracing (**Figure 3**), a common progenitor able to generate both cTEC and mTEC exists at low frequency in E11.5 and E12.5 thymic primordia. However our data strongly support a model where most TEC in the E12.5 thymus are cTEC-fated progenitors, in contrast to the data presented by Rossi and colleagues (21) and consistent with our own (**Figure 1**) and previously reported scRNAseq data (35, 36) and with genetic analyses reported by ourselves and others (33, 34). Furthermore, they indicate that the potency of E12.5 TEC can be changed by overnight culture.

### Molecular basis of changed potency of E12.5 thymic epithelial cells after overnight culture

To investigate the possible mechanisms responsible for the predominant bipotent TEPC activity observed after overnight culturing, we performed scRNAseq on E12.5 TEC, E13.5 TEC and TEC that were isolated at E12.5 and cultured overnight as either fetal thymic organ culture (FTOC) or monolayers, which we will refer to collectively as ON TEC (**Figures 7A, B**). As expected, across the whole analysis, the majority of TEC were cTEC-like (similar to Clusters 5 and 6, **Figure 1**) with the rest of the cells being mTEC-like (similar to Cluster 7, **Figure 1**). The cTEC-like cells split into two clusters, ***“*** cTEC ***”*** and ***“*** ON cTEC ***”***, with the latter consisting almost exclusively of cells from the overnight culture condition (**Figure 7A**). The mTEC cells from E13.5 and ON TEC included some Aire^+^Tnfrsf11a^+^ mTEC, which were absent at E12.5 (**Figure 7C**).

**Figure 7:**
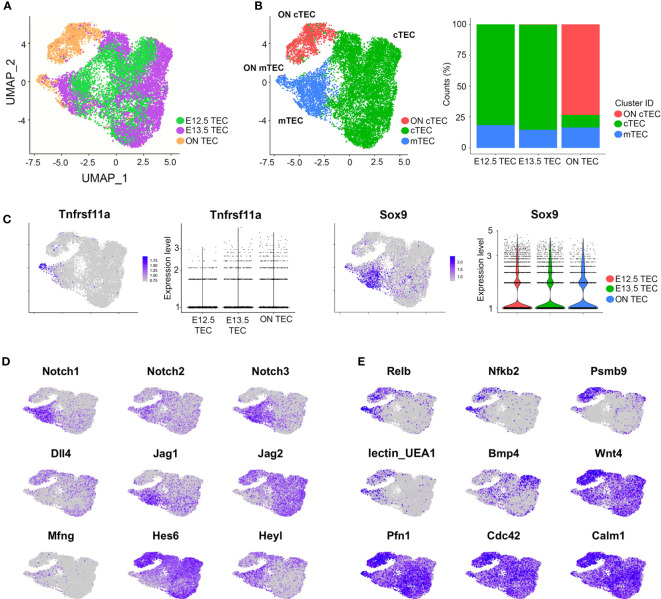
Single-cell transcriptomics reveal pathways active in overnight culture TEC (ON TEC). **(A, B)** UMAP plot of E12.5, E13.5 and ON TEC with cells colored by time point **(A)** or by cluster, with percentages of cells belonging to each cluster **(B)**. **(C)** Expression levels of the mTEC marker *Tnfrsf11a* and the early mTEPC marker *Sox9* are similar in ON TEC and E13.5 TEC. **(D)** Notch signaling genes have similar expression in ON TEC. **(E)** The canonical NF-κB targets, *Relb*, *Nfkb2* and *Psmb9*, are higher in ON TEC (top row). High UEA1 fluorescence (lectin_UEA1) suggesting a mixed phenotype (middle row). Wnt target genes, *Pfn1*, *Cdc42* and *Calm1*, are expressed more highly in ON TEC (bottom row and **Supplementary Tables 4, 5**).

Since ON culture had revealed a bipotent TEPC activity not detected in the absence of culturing (**Figure 5**), we first checked if ON TEC contained a higher percentage of mTEC, Sox9^+^ cells or Tnfrsf11a^+^ cells and found no major differences (**Figures 7B, C**). This suggests that ON culture does not directly convert cTEC to mTEC, at least in the 24-hour period, but rather ***‘*** reprogrammes ***’*** the predominant cTEC-fated population to a bipotent state able to adopt both cTEC and mTEC fates. In the UMAP projection (**Figure 7**), the ON cTEC are closer to E13.5 cTEC than E12.5 cTEC, suggesting that the ON cTEC are not a dedifferentiated cTEC population and thus that dedifferentiation does not explain the gain in bipotency observed. Since Notch signalling is required for the mTEC fate, it was possible that changes in Notch signalling competence might be implicated. However, we found no major differences in Notch pathway genes between cTEC and ON cTEC (**Figure 7D**).

We then performed a differential gene expression and GO enrichment analysis comparing cTEC to ON cTEC and found evidence for high NF-κB signalling in the ON cTEC. In particular, the canonical NF-κB target genes Relb, Nfkb2 and Psmb9 are high in ON cTEC but very low/off in cTEC (**Figure 7E** and **Supplementary Table 4**). Since RELB is an effector of the non-canonical NF-κB pathway, this is an example of canonical NF-κB signalling priming cells for non-canonical NF-κB signalling. We note that RELB is essential for formation of the thymic medulla; Relb^-/-^ mice thymi lack medullary compartments (28, 64, 65). The ligand responsible for induction of NF-κB signalling in the cultured cells is unknown, however, factors present in FCS are possible sources and it is also possible that factors secreted by thymocytes the ON culture condition may also contribute. For instance, some of these thymocytes express TNF (**Supplementary Figure 6**; filtered out in **Figure 7**). The ON cTEC also showed some evidence of a mixed cTEC/mTEC phenotype, exhibiting some UEA1 fluorescence as well as higher expression of Fut1, which synthesises the glycan target of the UEA1 lectin (66, 67) (**Figure 7E**). The ON cTEC also had lower expression of Bmp4, Bmpr1,2 and higher expression of Wnt4 than E12.5 or E13.5 cTEC (**Figure 7E** and **Supplementary Table 5**). There was also evidence for higher canonical and non-canonical WNT signalling in the ON cTEC versus cTEC (**Supplementary Table 4**). Notably, increasing WNT signalling by knocking down the Wnt antagonist Kremen1 was previously shown to disrupt thymus patterning (68).

From these data we conclude that overnight culture of E12.5 TEC, either as intact lobes or monolayers, changes the gene expression profile of cTEC such that it differs from that of cTEC in the E12.5 or E13.5 thymus. In particular, with the upregulation of NF-κB signalling and acquisition of a mixed phenotype with individual cells expressing genes characteristic of cTEC and of mTEC progenitors, our data suggest that the culture conditions induce a reprogramming (or possibly dedifferentiation) response that renders the cultured cTEC able to respond to signals to elaborate the mTEC- as well as the cTEC- gene expression programmes.

## Discussion

We have shown that the E12.5 thymic primordium contains a major cTEC-restricted and minor mTEC-restricted TEPC population, rather than being predominantly composed of common (bipotent) TEPC. This conclusion is supported by three lines of evidence. First, separate populations with transcriptional profiles consistent with (i) a cTEC or common TEPC and (ii) an mTEC or common TEPC identity (characterized by expression of *Sox9* and very high levels of *Krt5*) are present in the E12.5 thymus, along with (iii) a more differentiated cTEC population. Second, lineage tracing from the mTEC/common TEPC using *Sox9CreER* demonstrates the E12.5 *Krt5^very high^Sox9^+^* population we found is mTEC-fate restricted at least until E18.5, establishing this population as mTEC-restricted not common TEPC. Third, single cell transplantation experiments show that most E12.5 (and E11.5) TEC are cTEC-fate restricted, but following overnight culture most E12.5 TEC exhibit common TEPC activity reflected by acquisition of a mixed phenotype. Our data collectively support a model in which cTEC-mTEC lineage divergence in thymus organogenesis first occurs prior to E11.25, and provide functional evidence for the existence of cTEC- and mTEC-restricted progenitors prior to E12.5. We found no evidence for a predominant common TEPC population at E12.5, and indeed could only reveal this activity following overnight culture. These findings raise several points, which are discussed below.

### Functional evidence supports the presence of cTEC and mTEC restricted progenitors in the E12.5 thymus

Our data show that some TEPCs are committed to a cortical fate as early as E11.5 and that at E12.5 the majority of cells are cTEC fate-restricted. For example, when grafting 60 cells, we observed that 5/8ths of the grafts had only cortex contributions. If we denote by *N* the number of donor cells that survive the transplantation process (and are observed) and assume that each cell has an independent probability, *p*, of giving rise to just cTEC, then that would imply *p^N^* =5/8, which suggests a large proportion of cells are strictly cTEC fated. For example, if *N*=10 then *p* would be approximately 97%. Our scRNAseq shows the ratio of cTEC to mTEPC to be approximately 9:1. 

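At E12.5, 266 cells were cTEC-like and 26 mTEC progenitor-like, a ratio of 10.2 to 1. On plates a, c, d and e the ratio was 17.8, 12.4, 10.8 and 6.18, with a mean of 11.8 ± 4.77 (SD, n = 4 plates). It lay between 7.59 and 10.3 over the other clusterings that gave an mTEC progenitor-like cluster.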

If *p*=0.9, then *p^N^* =5/8 would imply *N*≈4 cells, which is biologically plausible. The assumption of independent probabilities is likely inaccurate due to the spatial patterning of the thymus already present at E12.5, but even in the extreme case of completely dependent probabilities, our results still indicate that at least 5/8ths of cells are fate-restricted to the cTEC lineage (95% C.I. of 56-92% for a spatially patterned model and 95% C.I. of 73-99% for a well-mixed model with four out of 60 surviving cells, see methods). Thus, by E12.5 committed cortical lineage-restricted progenitors are present and exist in larger numbers than cells restricted to a medullary fate.

Consistent with this, the scRNAseq data presented herein (**Figures 1**, **7**) and by others (35, 36), show two clear TEC populations at E12.5: a large putative cTEC population (**Figure 1**, Clusters 5 and 6) and a smaller putative mTEPC group (**Figure 1**, Cluster 7). The data discussed above establish the existence of cTEC lineage restricted progenitors, presumably corresponding to Cluster 5 and 6 TEC. The putative mTEPCs (Cluster 7) express markers *Cldn3,4, Plet1, Sox9* and *Krt19* and show evidence of Notch signalling in addition to the expression of *Sox9*. This identity is consistent with that of previously identified candidate mTEPC present at E12.5, which are formed and maintained by Notch signalling and are required for medulla formation at least in the fetal thymus (26, 33, 34). 

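Cldn3 was at 65.7 ± 75.7 CPM in mTEC progenitor-like cells and 0.99 ± 1.57 in cTEC-like cells (mean ± SD, n = 4 plates each); the filter on low counts left it out of the test. Of the 26 mTEC progenitor-like cells, 9 had reads of both Cldn3 and Cldn4 (34.6%, 95% exact binomial interval 17.2% to 55.7%), against 1 of 266 cTEC-like cells (0.38%, 0.01% to 2.08%). Reads of both Sox9 and Krt5 were present in 9 and 26 cells, 34.6% and 9.77%, and reads of both Notch1 and Notch3 in 8 and 6 cells, 30.8% and 2.26%. By DBEC-adjusted molecules of both sequencing runs, Cldn3 and Cldn4 were found together in 8 and 1 cells, Sox9 and Krt5 in 8 and 12, and Notch1 and Notch3 in 3 and 0. These counts cover cells, which are not independent replicates.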

Since the possibility that the Cluster 7 population represented either a common TEPC or mTEC-restricted progenitor remained open (indeed our previous studies provided some evidence for a link between Notch signalling and a common TEPC cell state (33)), we addressed these two alternatives by lineage tracing using *Sox9CreER*. Our data showed no contribution of the progeny of *Sox9^+^* cells to the cTEC lineage by E18.5, establishing the *Krt5^very high^Sox9^+^Cldn3,4^+^Plet1^+^* population as mTEPC. These data are consistent with the findings of Rodewald and colleagues (25), who concluded that in mice the thymic medulla originates from around 900 mTEC-restricted progenitor cells per lobe and that these progenitors are present from E13.5. They are also consistent with the findings of Nusser and colleagues, who using *in vivo* barcoding revealed cTEC-restricted but not a common TEPC activity in the early fetal thymus (37). They further extend the findings of Gao, Magaletta and Hamazaki, who respectively identified putative mTEPC at E11.5/12.5 and identified functionally validated mTEPC at E13.5 (26, 27, 35, 36). 

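No read of Tnfrsf11a was found in the 26 mTEC progenitor-like cells, which had a median of 177874.5 reads per cell. In cTEC-like cells it had 4 reads, in 1 of 266 cells, and at E10.5 it had 1 read in 356 cells. At this depth Tnfrsf11a was not detectable in the mTEC progenitor-like cells, which does not exclude expression below the level that these reads reach.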

The E12.5 *Krt5^very high^Sox9^+^Cldn3,4^+^Plet1^+^* population does not express *Tnfsfr11a* (RANK)(see **Figure 1**), placing it upstream of the RANK^+^ mTEPC and strongly suggesting it represents the CLDN3/4^+^SSEA1^+^ mTEPC identified by Hamazaki and colleagues (27, 28). *Sox9* is known to be regulated by Notch, also consistent with this population being the Notch-dependent very early mTEPC population recently identified by ourselves and others (33, 34). 

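Of the 26 mTEC progenitor-like cells, 9 had a Sox9 read, 14 a Krt19 read and 5 both (19.2%, 95% exact binomial interval 6.55% to 39.4%). Of 266 cTEC-like cells, 35 had a Sox9 read, 23 a Krt19 read and 6 both (2.26%, 0.83% to 4.84%). By DBEC-adjusted molecules of both sequencing runs, 4 of the mTEC progenitor-like and 2 of the cTEC-like cells held both.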

At E12.5, *Sox9^+^* (Cluster 7) cells co-express *Krt19*, which has very recently been identified as marking mTEC progenitors (69). 

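Upk2 and Cd9 reads occurred together in 13 of 26 mTEC progenitor-like cells (50.0%, 95% exact binomial interval 29.9% to 70.1%) and in 7 of 266 cTEC-like cells (2.63%, 1.06% to 5.35%). By DBEC-adjusted molecules of both sequencing runs the cells with both were 12 and 3. Taken singly, Cd9 reads were present in 18 mTEC progenitor-like and 51 cTEC-like cells, and Upk2 reads in 14 and 18.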

Cluster 7 cells also specifically expressed Uroplakin 2 (*Upk2*) and *Cd9*, which encode cell surface proteins; CD9 was also identified by Lucas and colleagues as a surface marker of the *Krt19^+^* mTEC progenitor population. We note that cells in Clusters 5, 6 and 7 all express the FOXN1 target *Psmb11*. 

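In the 26 mTEC progenitor-like cells, 14 had a Psmb11 read and 13 had reads of Psmb11 and Krt5 together. By DBEC-adjusted molecules of both sequencing runs, these were 13 and 12 cells. Of 266 cTEC-like cells, 215 had a Psmb11 read (189 a molecule) and 145 had reads of both genes.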

Lineage tracing using *Psmb11-Cre* (19), although not performed at single cell resolution or under temporal control, has been used to argue that in the fetal thymus a common cTEC-like progenitor gives rise to all TEC sub-lineage cells. β5t, the *Psmb11* gene product, is first detected in TEC at E12-12.5 (70), while eGFP activated by *Psmb11-Cre* is detected first at E12.75 (19). The finding that *Psmb11* is expressed in each of the three subpopulations of the E12.5 thymus thus reconciles the observation that all TEC arise from *Psmb11^+^* progenitors (19) with our findings that most TEC are sub-lineage restricted by E12.5.

Our finding, that most TEC at E11.5 and E12.5 are cTEC-fate restricted, contrasts with that of Rossi and colleagues who showed that most E12.5 were common TEPC (21). In trying to understand this difference, we sequentially ruled out a number of trivial explanations including assay bias resulting from a community effect at the injection site, immune rejection and minor differences in our experimental protocols: none of these accounted for the differences observed. However, we were able to replicate Rossi’s finding of a common (bipotent) TEPC when we cultured the injected lobes overnight in serum prior to transplantation under the kidney capsule. Under these conditions, we observed that most E12.5 TEC were bipotent. This finding may therefore reconcile our results with those of Rossi and colleagues (21). The change in potency in E12.5 TEC elicited by overnight culture is discussed in further detail below.

### Cell growth in the thymic primordium

In our study the descendants of the mGFP^+^ test cells, whether cTEC or mTEC, were distributed in small clusters (foci) regionalized within the recovered graft. This is consistent with the findings of Rodewald (25) and of Bleul and colleagues who, using a different lineage-tracing model, observed clustered progeny in both cortex and medulla following clonal labelling at day 14 postnatal (18).

By considering the work of Nicolas and colleagues (71–73), on the central nerve system and myotome development using retrospective clonal analysis using the LaacZ labelling system, we can begin to predict possible growth models for the thymic primordium. Nicolas defined several different modes of proliferation, dispersal and differentiation of cells *in situ* (71–74). The distribution of mGFP^+^ cells in the recovered grafts would be consistent with either of two possible growth models. The mGFP^+^ cells may have remained at the site of injection, followed by a period of coherent growth in which the cells remained close to one another after each division and formed clusters. Alternatively, the mGFP^+^ cells may have undergone ordered intermingling with neighbouring cells after an initial period of proliferation, before undergoing coherent growth resulting in clusters. Since the number of foci in some of the grafts is higher than predicted if the cell viability is 1:40-1:100, the latter growth model appears to best apply.

### Broadening of fate options induced by *in vitro* culture

As discussed above, our data indicate that overnight culture in serum changes the potency of E12.5 TEC such that, rather than being cTEC-restricted, the majority acquire common (bipotent) TEPC activity. We also saw an increase in mTEC contribution in our grafting experiments when either just the recipient lobes, or just the mGFP^+^ test cell(s), were cultured overnight. This suggests that overnight culture induces the common TEPC activity through the direct action of serum components and/or by inducing a feedback loop whereby cells secrete factors that then induce the common TEPC activity in other cells. Our scRNAseq analysis identifies upregulation of NF-κB signalling activity, and acquisition of a mixed phenotype with features of both cTEC and mTEC, in cultured cTEC as possible explanations for the acquisition of bipotency in these normally cTEC-fated cells. This is reminiscent of the intestinal epithelium, where an inflammatory environment triggers the conversion of differentiated cells into stem cells through an NF-κB-WNT axis (75). Specifically, we observed an increase in canonical NF-κB signalling, including higher expression of *Relb*, which is involved in non-canonical NF-κB signalling. RELB is essential for medulla formation and NF-κB signalling plays a central role in the mTEC differentiation hierarchy (31, 64, 65, 76–79). The ectopic upregulation of *RelB* and NF-κB signalling may therefore underpin the acquisition of bipotency by the cultured cTEC. In addition to factors present in serum, other potential sources of activating signal for canonical NF-κB signalling are the stress response induced by hypoxia in culture, and TNF, secreted by cultured thymocytes. A link between hypoxia and NF-κB signalling has been demonstrated, and hypoxia has been reported to affect other aspects of TEC identity (80, 81). In this regard, it is possible that similar signals modulate the potency of TEPC as thymus development progresses, consistent with the temporal changes in the balance of cTEC/mTEC contribution of individual progenitor cell clones described by Nusser and colleagues (37). We note that the reprogramming of E12.5 cTEC-progenitors to bipotency upon overnight culture indicates that these cells, although cTEC-fated, are not yet fully committed to the cTEC lineage and therefore we suggest they are regarded as cTEC-primed progenitors.

The mechanisms regulating the cTEC/mTEC cell fate decision and stabilization of cTEC and mTEC fates are currently unclear. Our findings extend the identification of Notch signalling as required for generation of the earliest mTEPC (33, 34) to implicate SOX9 as a potential regulator of early mTEC development. Further studies are required to address this possibility. While Notch signalling is essential for emergence of mTEC progenitors (33, 34), it does not explain the spatial organisation of the thymus into separate cortex and medulla regions, or their relative positioning. The interplay between RELB and Notch is unclear but may involve suppressing HES6 and thereby activating Notch in a similar way to neural stem cell maintenance by NF-κB (see **Figure 1**). Further work is required to elucidate these mechanisms, including how Notch signalling is limited in cTEC given their expression of Notch ligands such as DLL4 and Notch receptors such as Notch2. The possibility that cis-inhibition, through DLL4 expression, may play a role in cTEC fate restriction merits further investigation.

## Conclusion

The data presented herein support a revised model of the early events in thymic epithelial lineage development by providing phenotypic and functional evidence for the presence of cTEC- and mTEC-sublineage restricted progenitors from E11.5 and at least as early as E12.5, respectively. These findings, and the finding that cTEPC are reprogrammed to bipotency upon *in vitro* culture advance our understanding of early thymus development. They therefore have significance both for understanding of regulation of TEC progenitors later in ontogeny and for clinically-related thymus research, including research aimed at producing functional TEC from pluripotent stem cells (PSC) or by reprogramming. Our data suggest that establishment of fully defined medium able to support different TEC differentiation states, and of cTEPC and mTEPC-specific differentiation conditions, may expedite progress in this highly important research area.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: GSE229248 and GSE232765 (GEO).

## Ethics statement

The animal study was reviewed and approved by UK Home Office through project licences PPL60/3715 and PEEC9E359 to V. Wilson. The work was also reviewed by the institutional Animal Welfare and Ethical Review Body (AWERB) at the University of Edinburgh.

## Author contributions

AC, AMF, SP: Conception and design, collection and assembly of data, data analysis and interpretation, manuscript writing. DL, PR: Conception and design, collection and assembly of data, manuscript writing. ACo, VM, RM, JN, JS, JU: Collection and assembly of data. AIK, JM, SRT, SJC: data analysis and interpretation. LB: Provision of study materials. CCB: Conception and design, financial support, provision of study material, data analysis and interpretation, manuscript writing, final approval of manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

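Single-cell libraries of EPCAM+PLET1+ cells from mouse thymic primordia were analysed for E10.5 (plates a, b, c and d) and E12.5 (plates a, c, d and e), with 4 plates per stage. Cells were deposited singly by flow cytometry into the wells of 96-well plates, so no doublets were called. The authors assigned reads to wells with the BD Precise WTA pipeline, aligned them to GRCm38.p6 with STAR and made read counts on GENCODE vM18 genes by the union rules of HTSeq-count. They deposited a table of raw read counts for both stages, without normalization, and, for each of the 19 samples, which are single sequencing runs, read counts and counts of molecules; the molecules used here are those after the RSEC and DBEC adjustments.

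Each plate in the table of raw counts was compared with its sequencing runs. All 54179 genes and all wells equalled the sum of the first run and a repeat run, which for plate d at E10.5 and plate e at E12.5 was the second repeat. Repeat runs held the same wells, with a median Spearman correlation from 0.868 to 0.911 within a well and from 0.229 to 0.344 between wells, so the plate letter was taken as the library and the replicate. Plate b at E12.5, sequenced in a single run and absent from the table, was used only where stated. Molecules were summed over the same runs, and since both runs read one library, a molecule can be counted in each; shares of cells with a molecule are therefore given for 1 run unless stated.

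The filters of the methods were applied to protein-coding genes: a mitochondrial share of at most 50%, from 40000 to 400000 reads and from 500 to 5000 features. Of 54179 genes, 21964 were protein-coding, and 14571 of these exceeded 2 CPM in at least 2 cells. Each gene name occurred once, so transcripts of one gene did not have to be combined. Reads on all genes were between 14981265 and 20106286 per plate. The interval of the share of wells that passed was 95.5% to 98.1% (exact binomial). Intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

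Clustering used Seurat 5.3.0 with SeuratObject 5.2.0 and sctransform 0.4.2 in R 4.3.3. SCTransform with 3000 variable genes, 20 principal components, 20 neighbours, Louvain clustering and seed 1 were used, at the lowest resolution that gave 8 clusters. The named genes were left out of the variable genes, except Prss16, Ccl25, Krt17 and Cldn4, which are also markers. The methods describe the normalization as a t-SNE transformation, and for these plates the text does not name a resolution or a number of components. Clusters were named from marker lists fixed before the data were examined. The lists include genes that the paper reports for its clusters of the same cells. The rule that turns markers into a name was set after the clusters had been seen, and was replaced once, because the first rule misnamed clusters under the alternative clusterings; the names of the 8 clusters used here are the same under both rules. The rule in use takes the class whose markers have the highest mean log2 ratio over the other clusters, with a pseudocount of 10 CPM and at least 3 markers at 10 CPM or more.

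Reads were summed per plate, or per plate and class where at least 3 cells were present, and compared with edgeR 4.0.16 (TMM, robust quasi-likelihood fit, genes kept by filterByExpr), with limma 3.58.1 as its dependency. Adjusted p values are those of Benjamini and Hochberg, with a threshold of 0.05. Standard errors were computed from the fold change and the F statistic. DESeq2 1.42.0 was the alternative test. Exact permutation tests of single genes were two-sided, and 4 sums against 4 allow no p below 0.029. Between classes or clusters, both sums of a plate were permuted as if independent. Permuting within the 4 plates cannot give a p under 0.05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remainder.

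Whether replicates pair was checked by the correlation of residuals across genes. Plates of the same letter at both stages had r of 0.059, -0.021 and 0.020, so letters do not pair the stages. The classes of a plate share a library, and the replicate block was run as an alternative. Each comparison was also tested on simulated data in which 200 genes were set to change by up to 8-fold, up or down. Each gene had the same dispersion in both groups and no plate effect, so the rates that follow are approximate. The filter on low counts removed some of the genes set to change. For the stages, edgeR recovered 33.8% of the 195 that remained, with 3 false calls, for mTEC progenitor-like against cTEC-like cells 1.1% of 189 with 0, and for the cTEC-like clusters 15.7% of 185 with 0. DESeq2 made 40, 39 and 29 false calls.

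The genes named are every gene that the paper's text names for its clusters or for Figures 1 and 2, which makes 47, and for each comparison the 5 genes with the largest changes in each direction among those past the threshold whose plates do not overlap. Shares of cells with a read of a single gene were taken after thinning each cell to 40000 reads where the text gives that depth, and other counts of cells with reads, such as those with reads of 2 genes, without thinning. Alternatives covered the test and normalization, the filter on low counts, the count unit, the plates, the replicate block, the cell filter, and the normalization, genes, components and resolution of the clustering.

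The regulatory networks of Figure 2, the lineage tracing and graft experiments and the droplet data of Figure 7 were not analysed here. Of the 8 plates in the table of raw counts, only wells that the table holds were used here.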

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

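Among the tests given here, the count of cells under the median cell cycle score and the reading of Krt8 in them were chosen only after the result was seen. Across 107 groups of plates, 15 (14.0%) held a plate farther from the others than Dixon's 95% critical value allows, 13 of them among the 89 groups of gene levels. Chance alone gives about 1 in 20, and the groups are not independent, since a plate or gene recurs in several.

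Plate a at E10.5 lay far from the other E10.5 plates in several measures. Its molecules of protein-coding genes numbered 250144, against between 861216 and 936219, although its reads did not differ to that extent. A pharyngeal endoderm-like cluster of 87 cells took up 80.68% of its cells and between 1.18% and 3.30% of those of the other plates. Dtx4 was at 54.1 CPM over its cells, against between 1.60 and 10.0 CPM, and in that cluster at 70.7 CPM, where the other plates were listed at 0. Plet1 in that cluster was at 222 CPM, against at most 4.68 CPM on plates with as few as 3 cells. Fewer molecules per cell were weighed as an explanation by thinning every cell to 1000 molecules and clustering again. Of the 47 cells of that plate and cluster that were deep enough, 45 (95.74%) again lay in a cluster led by plate a, of 61 cells with 49 from that plate, which argues against the lower number of molecules as the whole cause for these cells. The remaining cells of its 71 were too shallow to be tested. SCTransform gave singular fits on thinned counts and log-normalization was used. The naming rule called the cluster mesenchyme-like after thinning, so its name is not firm. A library batch, the embryos or the dissection of that plate cannot be told apart, since the plate is the only one of its kind.

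Single plates stood apart for other genes. On plate a at E12.5, Ptn was at 1482 CPM over all cells, against between 836 and 940 CPM, and at 1756 CPM in cTEC-like cells, against between 1081 and 1128 CPM, and Krt5 in the cTEC-like cluster of 114 cells was at 288 CPM, against between 139 and 159 CPM. On plate d at E12.5, Foxn1 in 6 mTEC progenitor-like cells was at 338 CPM, against between 85.1 and 122 CPM, Pth in parathyroid-like cells at 7020 CPM, against between 12703 and 13351 CPM, Cldn3 in cTEC-like cells at 3.33 CPM, against at most 0.38 CPM, and Dtx4 over all cells at 0.86 CPM, from 15 reads. On plate e at E12.5, Notch3 in cTEC-like cells was at 8.58 CPM, against between 23.9 and 26.1 CPM. On plate b at E10.5, Igfbp5 in 3 cells of the cluster of 87 cells was at 5973 CPM, against between 787 and 1640 CPM, and Pax9 in the neural-like cluster at 0.34 CPM, from 1 read. No technical explanation was tested for these plates, and no biological explanation was tested, since plates of a stage share the condition.

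Plate b at E12.5, which is absent from the authors' table, gave a signal in data the paper did not analyse. Of its 87 cells past the filters, 42 (48.28%) had a Foxn1 read, at a median of 68744 reads per cell, against 3.09% of E10.5 cells. A read of Krt5 together with Krt17 or Cldn4 was present in 11 cells (12.6%). No explanation for the absence of the plate from the table was tested.

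The cTEC-like clusters differed in cell cycle score, on genes outside those the paper discusses. In the cluster with less FOXN1 target expression, 92.11% of cells were at or over the median score, against 18.4% in the target-rich cluster, with plate means of 0.427 ± 0.028 and 0.129 ± 0.019 (SD, n = 4 plates). Of the 95 genes of the score, 23 were among the genes on which the clusters were built, so this difference in part restates the clustering. Whether the cell cycle accounts for the higher Krt8 and Psmb10 of the target-rich cluster was to be tested among cells under the median score, but the other cluster held only 9 such cells, with 4, 2, 3 and 0 on plates a, c, d and e. Over the 3 plates with such cells, the mean log2 ratio of Krt8 was 2.32 ± 0.53 (SD, pseudocount of 1 CPM), above 0 on each plate. For Psmb10 it was 1.16 on plate a, and on plates c and d it is set by the pseudocount, with 0 and 1.66 CPM in the other cluster. The Krt8 ratio goes against the cell cycle as its whole cause, but with 0 cells on plate e and so few on the others, cell cycle and FOXN1 target expression cannot be told apart.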

How the results depend on the processing

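The alternatives that thinned the plates' reads, took molecules of 1 sequencing run for the stages, with or without thinning, took marker molecules in place of marker reads, or took shares of cells by thinned molecules were chosen only after the data were seen, and all others before. Alternatives were tabulated for 29 pairs of a gene and a comparison (7 between the stages, 17 between mTEC progenitor-like and cTEC-like cells and 5 between the cTEC-like clusters), and not for the other genes named. Of their values, 279 kept their direction and their side of the threshold, 21 were past it only under the alternative, 34 only in the reported setting, and 3 reversed.

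Between the stages, 718 genes were past the threshold, and the counts with every gene tested (713), with molecules (808), all wells (748), all plate letters (795) and thinned reads (728) lay within 1.5 times of it. The genes shared in direction with the 718 numbered only 468 with molecules, where 7940 genes were tested. They numbered between 654 and 699 in the other settings just named. DESeq2 called 1269, of which 713 are shared in direction with the 718. The replicate block, on the 6 sums whose letters both stages share, called 215, of which 201 are shared; it uses fewer plates. With molecules of 1 sequencing run, 635 of 5554 genes tested were past the threshold, and 235 of 2142 once each plate was thinned to the plate with fewest. Of these, 391 and 183 are shared in direction with the 718. With each plate left out, the count lay between 496 and 815.

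Between mTEC progenitor-like and cTEC-like cells, where edgeR called 1 gene and 972 had an unadjusted p under 0.05, DESeq2 called 659, every gene with a count 5, molecules 70 and the replicate block 31, and log-normalized clustering gave 7. Keeping the tested genes among the variable genes gave 0, and each fit that left out 1 plate gave 0; with 10 clusters it was 1. The cause was not tested. The replicate block is doubtful in this comparison: it moved the median log2 fold change of all genes from -0.35 to -1.68, and gave Krt5 an adjusted p of 5.2e-57 on 8 sums, where the alternatives for Krt5 range from there to 0.20, so little weight rests on its calls. Between the cTEC-like clusters, with 23 genes past the threshold in edgeR and 660 at an unadjusted p under 0.05, DESeq2 called 200 and molecules 137, while every gene with a count gave 31 and the replicate block 21. Leaving out a plate gave between 0 (without plate a or d) and 8 (without plate e), and the cause was not tested.

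Sox9 between mTEC progenitor-like and cTEC-like cells had a log2 fold change of 1.75 that reversed to -0.23 with the replicate block; relative to the median of all genes in each fit, these are 2.11 and 1.45, so that sign change does not show Sox9 lower among the genes of that fit. It ranged from -0.40 (without plate e) to 2.38 (without plate a) with a plate left out. Without plate e the median of all genes was -0.50, and Sox9 relative to it was at 0.11, against 2.11 with all plates. Foxn1, at -0.72, was at 0.01 with the tested genes kept among the variable genes. Relative to the median of all genes in each fit, these Foxn1 values were -0.37 and 0.26. Neither gene was past the threshold in any setting.

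The share of mTEC progenitor-like cells, 7.32%, was 7.32% with log-normalization, 9.58% with the tested genes kept and 8.73% with 10 clusters, and lay between 5.64% and 8.33% with a plate left out. Defined by Krt5 with Krt17 or Cldn4 and no clustering, it was 23.94% by reads and 16.06% by molecules; the pair was also read in 19.9% of cTEC-like cells. With 10 components no cluster was named mTEC progenitor-like, so that setting gives no share and no comparison. Log-normalization gave 7 clusters at the resolutions tried, and 4 clusters held mostly E12.5 cells in each setting but that of 10 clusters, where there were 5.

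The 711 cells became 722 without the limits on reads. With the same limits applied to molecules, 0 cells passed, at a median of 6809 molecules per cell against a lower limit of 40000. The alternative that sums transcripts of a gene could not be run, since each gene occurs once. The mTEC progenitor-like sums hold between 4 and 11 cells. In simulated data for that comparison, edgeR recovered 1.1% of the 189 genes changed, and DESeq2 38 genes with 39 false calls; the cause was not tested.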

Differences from the paper's values

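No test in this part was chosen after the result was seen. No value that the paper's text states for cells, genes per cell, the share of Cluster 7 or the ratio of cTEC to mTEC progenitors differed from the values found here both by more than the SD over replicates, where there is one, and by more than 1.5 times. The median of genes per cell was 2496 here, or 3021 with all genes, against 2318 in the paper. Of the alternatives set before the data were examined, the limits on molecules (0 cells) and the share by marker reads (23.9%) did.

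The paper describes a cluster with cells of both stages. The clusters here were either led by E10.5 cells, with an E12.5 share of at most 10.3%, or held E12.5 cells only, and with 10 clusters the lowest E12.5 share of a cluster led by E12.5 cells was 98.2%.

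The paper describes Mdk as absent or very low in the clusters of E12.5 cells. Here Mdk was lower at E12.5, yet at 1909 and 2413 CPM in the cTEC-like clusters, 2368 CPM in the parathyroid-like cluster and 2555 CPM in the mTEC progenitor-like cluster, against between 5756 and 7646 CPM in the clusters led by E10.5 cells. The paper describes Krt5 as not expressed in Clusters 5 and 6. Here the cTEC-like clusters had 349 and 184 CPM, and a Krt5 read at 40000 reads per cell in 56.6% and 40.4% of cells.

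The paper states that Sox9 and Cebpb are upregulated in Cluster 7. Against cTEC-like cells, their log2 fold changes were 1.75 and 1.63, with adjusted p values of 0.89 and 0.88 in edgeR, and no setting called either. The paper draws this from transcription factor profiles of its clusters, and its comparison was with other clusters. Its text states no test for these genes, and sums over plates were tested here. The paper describes Notch1, Notch3 and Jag1 as largely restricted to Cluster 7 among E12.5 cells. The mean of all 3 was higher in mTEC progenitor-like cells, and none was past the threshold in edgeR. DESeq2 called Notch3 and Jag1, and no setting called Notch1. In simulated data for this comparison, edgeR recovered 1.1% of the 189 genes changed, and DESeq2 38 of them. A gene that was not called, here or below, is therefore not shown to be unchanged.

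Of the 5 genes that the paper names as very high in Cluster 7, edgeR called Krt5 alone. Krt17 was called by DESeq2, with every gene tested, with molecules, with the replicate block and with log-normalization. Cldn4 was called by DESeq2, molecules and the replicate block, a fit in which the median log2 fold change of all genes was -1.68, against -0.35 without the block, Krt19 by DESeq2 and molecules, and Plet1 by DESeq2. Upk2 was called by DESeq2, and Cd9 by DESeq2 and molecules. Psmb10, which the paper gives as higher in Cluster 6 than in Cluster 5, had a log2 fold change of 1.92 and was called by DESeq2 and molecules.

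The paper gives Mt1 and Mt2 as high in Cluster 1. The highest mean over plates of both was in the mTEC progenitor-like cluster, at 612 and 2113 CPM, with an SD over plates above the mean. Without plate c they were 304 and 504 CPM. For Mt2 this rests on the mean alone: with the reads of all cells pooled it was highest in a pharyngeal endoderm-like cluster of 89 cells, and by the share of cells with a read at 40000 reads per cell in that of 127 cells (38.6%, against 19.2%). The paper gives Dtx4 as expressed in Clusters 1, 3 and 4. Here it averaged 6.18 CPM in the pharyngeal endoderm-like cluster of 127 cells, and in that of 87 cells its reads came from plate a at E10.5 among the plates with at least 3 cells.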

Other observations

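The tests of Pth, Krt5 and Mdk reads in cTEC-like cells and of thinned plates were chosen only after the result was seen, as was the judgement that the tests on plate e and on thinned reads are void.

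The number of genes that differ between the stages is not reached by chance splits of the plates: of 35 splits of the 8 plates into 4 and 4, 1 (the real one) gave as many. With the reads of each plate thinned to those of the shallowest plate, 728 genes were past the threshold, but the reads per plate, between 11674156 and 17545016, differed too little for thinning to move much, so that test decides nothing. Molecules of 1 sequencing run differed by 4.02 times; thinned to the plate with fewest, 235 of 2142 genes tested were past the threshold, against 635 of 5554 without thinning. Of 35 splits of the plates with equal molecules, 1 (the real one) gave as many, and no other gave more than 1 gene, which argues against a difference in molecules as the whole cause. How many of the other genes depend on depth stays open, since thinning also leaves fewer genes to test and less power. A difference between library batches stays open, since each plate holds 1 stage. The sums also pool all cell types of a plate, so the count includes differences in cell types between the stages.

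For the comparison of mTEC progenitor-like with cTEC-like cells, 2 of 35 splits gave as many genes as the real one, which does not exclude chance. The other was plates a and c against d and e, which follows the plates and not the classes, and gave 26 genes. For the cTEC-like clusters, 2 of 35 splits gave as many, the other being the same split of plates with 29 genes. Among the 8 splits that part the 2 sums of each plate, the real one alone gave as many in either comparison, but so few splits cannot give a share under 0.05, so chance is not excluded by either count. With the replicate block, 31 and 21 genes were past the threshold.

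A Pth read was present in 69.5% of cTEC-like cells but a molecule of 1 run in 1.13%, and in E10.5 cells, which share no plate with parathyroid-like cells, both were at 4.78%. Reads assigned to the wrong well of the same plate may account for the Pth reads in cTEC-like cells. The same explanation would leave few cTEC-like cells with a molecule of Krt5 or Mdk, but 46.99% kept a Krt5 molecule and 94.36% an Mdk molecule, which argues against it for both genes.

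Free RNA of mTEC progenitor-like cells was weighed as a source of Krt5 in cTEC-like cells. It would reach the parathyroid-like cells of the same plates alike. On plates a, c, d and e, Krt5 was at 303, 368, 228 and 165 CPM in cTEC-like cells and at 2.51, 0.45, 10.7 and 9.86 CPM in parathyroid-like cells, a ratio of at least 16.7 on each plate, which argues against free RNA as the whole cause. A first test did not decide: Krt5 in cTEC-like cells was at 3.15%, 13.6% and 8.09% of its level in mTEC progenitor-like cells on plates a, d and e, and Upk2 at 1.40%, 5.19% and 4.41%, with a smallest ratio of 1.83, and on plate c Upk2 had no read in mTEC progenitor-like cells. Low expression of Krt5 in cTEC-like cells is a hypothesis that remains, found and examined on the same data, and cells between the classes stay open.

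The share of mTEC progenitor-like cells was highest on plate e at E12.5 (12.4%), which also had the most molecules per cell, a median of 10841. Whether that depth gives the share was to be tested by thinning cells to 1000 molecules and clustering again. The naming rule then called a cluster of 127 cells mTEC progenitor-like, of which 8 (6.30%) had that name before and 99 had been in the cTEC-like cluster with less FOXN1 target expression. Taken as it stands, that cluster held 24.7% of plate e, the lowest share of the 4 plates, against between 34.1% and 44.9%, which is what the explanation predicts; since the cluster is not the same class, the test was judged void and the explanation and a difference between plates cannot be told apart.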
